# Identification of candidate regulators of mandibular bone loss in *FcγRIIB*^-/-^ Mice

**DOI:** 10.1038/s41598-021-98108-3

**Published:** 2021-09-21

**Authors:** Nithidol Sakunrangsit, Jatuphol Pholtaisong, Jeerus Sucharitakul, Sasithorn Wanna-udom, Pinidphon Prombutara, Prapaporn Pisitkun, Asada Leelahavanichkul, Chatchawit Aporntewan, Matthew B. Greenblatt, Sutada Lotinun

**Keywords:** RNA sequencing, Bone

## Abstract

Patients with systemic lupus erythematosus (SLE) have increased inflammatory cytokines, leading to periodontitis and alveolar bone loss. However, the mechanisms driving this phenomenon are still unknown. Here, we have identified novel therapeutic targets for and mediators of lupus-mediated bone loss using RNA-sequencing (RNA-seq) in a *FcγRIIB*^-/-^ mouse model of lupus associated osteopenia. A total of 2,710 upregulated and 3,252 downregulated DEGs were identified. The GO and KEGG annotations revealed that osteoclast differentiation, bone mineralization, ossification, and myeloid cell development were downregulated. WikiPathways indicated that Hedgehog, TNFα NF-κB and Notch signaling pathway were also decreased. We identified downregulated targets, *Sufu* and *Serpina12*, that have important roles in bone homeostasis. *Sufu* and *Serpina12* were related to Hedgehog signaling proteins, including Gli1, Gli2, Gli3, Ptch1, and Ptch2. Gene knockdown analysis demonstrated that *Sufu*, and *Serpina12* contributed to osteoclastogenesis and osteoblastogenesis, respectively. Osteoclast and osteoblast marker genes were significantly decreased in *Sufu*-deficient and *Serpina12*-deficient cells, respectively. Our results suggest that alterations in Hedgehog signaling play an important role in the pathogenesis of osteopenia in *FcγRIIB*^-/-^ mice. The novel DEGs and pathways identified in this study provide new insight into the underlying mechanisms of mandibular bone loss during lupus development.

## Introduction

Periodontitis is an oral infectious disease that impacts dental support tissues and destroys periodontal bone. Chronic periodontitis is driven by inflammatory reactions to microorganisms in the dental plaque and impairs osseous coupling, leading to osteoclast-mediated bone resorption and subsequent tooth loss. Patients with chronic periodontitis have high level of RANKL which is correlated with increased number of Gram-negative bacteria, such as *Porphyromonas gingivalis* in periodontal tissue^1^. This organism has virulence factors that induce inflammatory responses, eventually leading to alveolar bone loss. Chronic inflammatory diseases such as diabetes, rheumatoid arthritis, and systemic lupus erythematosus (SLE) are associated with an increased risk of periodontal disease. The prevalence and severity of periodontal diseases, including gingivitis and periodontitis are increased in patients with SLE.

SLE is a multisystem autoimmune disorder that produces autoantibodies resulting in extensive inflammation and tissue destruction. SLE patients have a higher prevalence of periodontal disease due to dysbiotic subgingival microbiota with a shift toward pathogenic bacteria^2^. However, the mechanism by which SLE induces mandibular alveolar bone loss has not been identified. Fc gamma receptor (FcγR) is essential for many immune system effector functions, including phagocytosis, antibody-dependent cellular cytotoxicity and inflammation. Most FcγRs identified in mice, FcγRI, FcγRIII, FcγRIV, are activating receptors which transduce signals through the phosphorylation of immunoreceptor tyrosine-based activating motifs (ITAM)^3^. The only inhibitory FcγR, FcγRIIB, is a key player in regulating autoimmunity and inflammatory response to immune complexes. *FcγRIIB* is expressed in B cells, granulocytes, dendritic cells, and macrophages^3^. Mice lacking *FcγRIIB* exhibit an exacerbated immune response, and are prone to collagen-induced arthritis^4^, inducible alveolitis^5^, and spontaneous SLE^6^. The restoration of *FcγRIIB* expression using a retroviral vector prevents the SLE features of the phenotype^6–8^. Low expression of *FcγRIIB* has been observed in memory B cells, dendritic cells and plasmablasts in patients with SLE^9,10^.

*FcγRIIB* transmits its inhibitory signal via an immunoreceptor tyrosine-based inhibitory motif (ITIM) in its cytoplasmic domain^11^. The stimulation of ITIM-containing *FcγRIIB* and B cell receptor recruits phosphatases including SH2 domain containing inositol polyphosphate 5’ phosphatase (SHIP) and SH2 domain containing protein tyrosine phosphatase 1 (SHIP1). These result in the inhibition of several signaling cascades, including B cell receptor signaling via dephosphorylation of downstream targets. Patients with SLE have exacerbated periodontal disease severity caused by overproduction of proinflammatory cytokines including IL-6, IL-17, and IL-33^12^. In addition, high level of TNFα are seen and are correlated with both overall disease activity of SLE and periodontitis^13^. TNFα can augment osteoclastic bone resorption via its ability to enhance RANKL-driven osteoclast differentiation.

We recently demonstrated that mice lacking *FcγRIIB* displayed characteristic features of SLE-like disease such as inflammation-induced cortical and cancellous bone loss driven by increased bone resorption without alteration in bone formation in tibiae^14,15^. In addition, serum levels of TNFα were increased in *FcγRIIB*^*-/-*^ mice, and TNFα blockade ameliorated mandibular bone loss in this model^15,16^. However, while TNFα blockade is a promising approach to prevent SLE-associated mandibular bone loss, anti-TNFα biologics are associated with serious toxicities, including a greatly increased risk of mycobacterial and other infections and a potential increased risk for lymphoma or skin cancer development^17^. Anti-TNFα therapies can also be associated with paradoxical inflammatory responses, such as uveitis^18^. These limitations of anti-TNFα therapies justify a search for additional pathways mediating SLE associated mandibular bone loss to identify further druggable targets. To address this and identify new candidate mediators of SLE-associated mandibular bone loss in the *FcγRIIB*^*-/-*^ mouse model, we performed RNA-seq analysis to compare the gene expression profile of bone cells from mandibles in *FcγRIIB*^*-/-*^ mice and WT controls. The differentially expressed genes (DEGs) between groups were analyzed to evaluate the enriched pathways using the gene ontology database. Here, we demonstrated that 6-month-old *FcγRIIB*^*-/-*^ mice were osteopenic due to downregulation of osteoblast and osteoclast gene expression. RNA-seq analysis showed that suppressor of fused (*Sufu*) and serine protease inhibitor (*Serpina12*) gene expression were decreased and Hedgehog signaling was downregulated by *FcγRIIB* deficiency. siRNA-mediated knockdown of *Sufu* and *Serpina12* reduced osteoclast and osteoblast differentiation, respectively. Our studies demonstrate that *FcγRIIB* deficiency results in disruption of *Sufu* and *Serpina12* mRNA expression, leading to downregulation of Hedgehog signaling. This identifies the Hedgehog pathway as an unexpected candidate mediators of mandibular bone loss and justifies pharmacologic consideration of this pathway for SLE associated mandibular bone loss.

## Results

### Mice lacking *FcγRIIB* exhibit mandibular bone loss and develop anemia at 6 months of age

To understand the basis of mandibular bone loss in the *FcγRIIB*^-/-^ mouse model of lupus, transcriptional profiling was performed. However, first we sought to confirm that *FcγRIIB* deletion caused mandibular bone loss in 6-month-old mice to validate our system. For this*,* µCT analysis was performed in accordance with suggested guidelines^19^. In line with our expectations^16^, cancellous bone volume, trabecular thickness, and bone mineral density (BMD) were significantly decreased in the mandibles of *FcγRIIB*^*-/-*^ mice compared to WT controls (Fig. 1a,b). The structural model index was increased in *FcγRIIB*^*-/-*^ mice, indicating a rod-like structure that is a characteristic of osteopenia. *FcγRIIB*^*-/-*^ mice had lower cross-sectional volume, cortical volume, and cortical thickness with no difference in cortical bone mineral density (Fig. 1b). *FcγRIIB* deficiency caused a perturbation in bone geometry as indicated by a decreased *Imin*, and *Imin/Cmin* although *J*, *Imax*, and *Imax/Cmax* did not change (data not shown). Thus, *FcγRIIB* deletion produces robust mandibular osteopenia, a feature also seen in human SLE.

**Figure 1:**
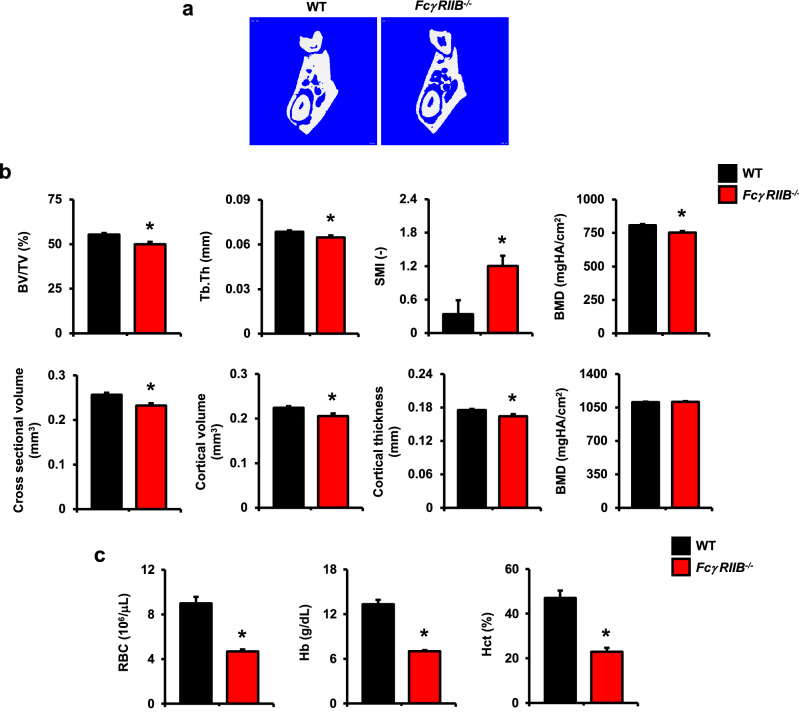
Ablation of *FcγRIIB* in mice induced mandibular bone loss and anemia. (**a**) Representative µCT images of the mandibles from 6-month-old *FcγRIIB*^*-/-*^ males compared to WT controls. (**b**) μCT analysis of cancellous bone (upper) and cortical bone (lower) at the first molar of the left mandible from *FcγRIIB*^*-/-*^ mice (*n* = 8) compared to WT controls (*n* = 6). (**c**) Complete blood count (CBC) analysis of 6-month-old *FcγRIIB*^*-/-*^ mice (*n* = 3) compared to WT controls (*n* = 4). Data are mean ± SEM. *p < 0.05 compared to WT controls. BV/TV; bone volume per tissue volume, Tb.Th; trabecular thickness, SMI; structural model index, BMD; bone mineral density, RBC; red blood cells, Hb; hemoglobin, and Hct; hematocrit.

To determine whether *FcγRIIB* deletion affected mandibular bone turnover, histomorphometric analysis was performed in 6-month-old *FcγRIIB*^**-/-**^ mice and WT controls. Consistent with µCT analysis, cancellous bone volume was decreased (Table 1). Although trabecular thickness was not altered, trabecular number was reduced with concomitant increase in trabecular separation. Osteoblast surface, osteoblast number, osteoclast surface, and osteoclast number were all decreased, indicating low bone turnover. Eroded surface was reduced. *FcγRIIB* deficiency caused hematopoietic defects similar to those associated with human SLE, with decreases in red blood cell counts, hemoglobin, and hematocrit in *FcγRIIB*^*-/-*^ mice (Fig. 1c). Consistent with an inflammatory or “anemia of chronic disease” etiology as opposed to impaired iron homeostasis, MCV, MCH, MCHC and RDW were not significantly altered (Supplementary Table S1). Thus, robust SLE features, including anemia and mandibular bone loss were observed in 6 months old *FcγRIIB*^*-/-*^ mice.

**Table 1:** Histomorphometric analysis of mandibles from 6-month-old *FcγRIIB*^-/-^ mice and their WT controls.

Parameters	WT	*FcγRIIB*^-/-^
	(n = 6)	(n = 6)
BV/TV (%)	55.42 ± 1.42	44.72 ± 2.07*
Tb.Th (μm)	74.61 ± 2.59	80.53 ± 4.07
Tb.N (/mm)	7.48 ± 0.35	5.59 ± 0.28*
Tb.Sp (μm)	60.69 ± 4.83	100.52 ± 7.41*
Ob.S/BS (%)	8.00 ± 0.42	6.45 ± 0.22*
N.Ob/T.Ar (/mm^2^)	102.59 ± 5.24	69.04 ± 4.72*
Oc.S/BS (%)	0.143 ± 0.018	0.067 ± 0.006*
N.Oc/T.Ar (/mm^2^)	1.22 ± 0.08	0.54 ± 0.03*
ES/BS (%)	0.212 ± 0.025	0.125 ± 0.013*

Results are mean ± SEM. *p < 0.05 compared to WT, unpaired *t*-test.

### RNA-seq reveals differential gene expression in skeletal cells from ***FcγRIIB***^-/-^ mice

To better understand the mechanism by which deletion of *FcγRIIB* induced mandibular bone loss, RNA-seq was performed to identify DEGs in mandibular bone cells from 6-month-old *FcγRIIB*^-/-^ mice (*n* = 4) and WT controls (*n* = 5). 

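Whole mandibles including the teeth were pulverized, and poly(A) RNA of each mouse was sequenced as a stranded library. The authors trimmed the reads with Trim Galore, mapped them to mm10 with HISAT and counted the reads on each gene with featureCounts, and the deposited values are these raw counts for 27179 genes. The counts come from 5 WT mice and 4 mice labelled *FcγRIIB*-/-, all 6 months old. The total per mouse was between 24158960 and 26787359 counts in WT, with a median of 26055819, and between 21453880 and 28991631 counts in the libraries labelled *FcγRIIB*-/-, with a median of 22858707. Genes with low counts were removed with edgeR's filterByExpr, which left 16329 genes. Library sizes were normalized with TMM, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. No pair of libraries within a genotype was close enough in its counts to be the same library sequenced again. The targeted gene was examined first. *Fcgr2b* (gene identifier 14130) lies on chromosome 1 of mm10 from 170960558 to 170976071. It had 577, 954, 442, 630 and 529 counts in WT replicates 1 to 5, and 757, 562, 628 and 634 counts in replicates 1 to 4 of the libraries labelled *FcγRIIB*-/-. In CPM, the count scaled to the normalized library size, this was 24.0 ± 8.28 (SD, n = 5) in WT and 27.8 ± 2.90 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of 0.21 (standard error 0.20, adjusted p = 0.442 from edgeR's quasi-likelihood test). Over all 9 mice the difference was within the spread between mice (two-sided exact permutation test, p = 0.286). Without WT replicate 2, which had the highest level, the log2 fold change of Fcgr2b was 0.46 and passed as higher in the libraries labelled *FcγRIIB*-/- (adjusted p = 0.0131), and in the other alternatives without a replicate block its adjusted p was between 0.387 and 0.675. The count of the targeted gene was therefore not lower in the libraries that carry the knockout label, and every direction of change given for these data is between libraries by their labels. Counts per gene do not show which exons the reads came from, and the paralogs *Fcgr3* and *Fcgr4* lie beside *Fcgr2b*, so its count is uncertain.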

RNA-seq analysis with a false discovery rate (FDR)-adjusted *p*-value of < 0.05 displayed 2,710 upregulated DEGs and 3,252 downregulated DEGs. 

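At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2289 genes were higher and 3144 genes were lower in the libraries labelled *FcγRIIB*-/- than in WT. Among the 2289 higher genes the median log2 fold change was 0.43, and 181 had a log2 fold change of at least 1. Among the 3144 lower genes the median log2 fold change was -0.67, and 1069 had a log2 fold change of -1 or below. The 2 genotypes did not overlap in log2 CPM in 4841 of all 16329 tested genes, where chance separates 1.59% of genes, and among these were 1744 of the higher and 2679 of the lower DEGs. Of the alternatives, this limit on the log2 fold change moved the numbers of genes most. DESeq2's Wald test called 2753 higher and 3312 lower genes. Among genes with an average of at least 2 log2 CPM and no overlap between the groups, the largest log2 fold changes upward were those of *ATP6*, *A930016O22Rik*, *Ucp3*, *COX2* and *Actc1*, between 1.63 and 2.92. *ATP6* and *COX2* are mitochondrial genes with nuclear copies, and their counts are uncertain. Both were uneven among the libraries labelled *FcγRIIB*-/-. *ATP6* was at 91.9 and 62.7 CPM in replicates 2 and 3, and at 7.32 and 10.5 in replicates 1 and 4. *COX2* was at 86.3 CPM in replicate 4 and between 21.7 and 29.3 in the others. With each mouse left out in turn, the log2 fold change was between 2.24 and 3.28 for *ATP6* and between 0.985 and 1.85 for *COX2*. The largest downward were those of *Serpinb3c*, *Lce3b*, *Lce1i*, *Lce3a* and *Flg*. Of these, *Serpinb3c* and the *Lce* genes belong to families of similar genes, so that the split of reads between members is uncertain. *Lce1i* had at most 2 counts in any library labelled *FcγRIIB*-/-, so that its level was at least 58.4-fold lower there than the WT mean. WT replicate 5 had 19.9 CPM of *Lce1i* and the other WT mice between 2.61 and 6.12, so this bound depends on that mouse. With each mouse left out in turn, the log2 fold change of *Lce1i* stayed between -7.73 and -6.56.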

Principal component analysis (PCA) conducted on all significant DEGs exhibited consistent separation based on genotype. PCA showed the sample relationship among specimens based on dimensions Dim1 and Dim2, which accounted for 36.3, and 16.2% of the variance, respectively (Fig. 2a). 

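Over the 5433 DEGs, with log2 CPM centred and scaled, Dim1 held 75.2% and Dim2 held 6.18% of the variance. On Dim1 the highest WT mouse was at -33.3 and the lowest mouse labelled *FcγRIIB*-/- at 55.0, so the genotypes were separated. The choice of genes moved these shares most. Over all 16329 tested genes Dim1 held 41.5% and Dim2 16.4%, and over the 21948 genes with at least 1 count they held 35.5% and 15.6%. The genotypes were also apart on Dim1 in both of these. Genes chosen for a difference between the groups place that difference on the first component, so the share over DEGs does not measure the separation independently.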

A correlation matrix heatmap represented the Euclidean distance between *FcγRIIB*^-/-^ mice and WT controls (Fig. 2b). 

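Over all tested genes, the mean Euclidean distance in log2 CPM was 104 between libraries of different genotype, 57.4 between WT libraries and 59.5 between libraries labelled *FcγRIIB*-/-. The ratio of between-genotype to within-genotype distance was 1.79 (exact permutation over 126 splits, p = 0.00794, the smallest p that 5 mice against 4 allow). The smallest distance between genotypes, 89.1, was larger than the largest within WT, 77.5, and within the libraries labelled *FcγRIIB*-/-, 66.8. Complete-linkage clustering of these distances divided the libraries into 2 groups that matched the genotypes.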

Volcano plot analysis of DEGs showed both upregulated and downregulated genes in WT versus *FcγRIIB*^*-/-*^ mice (Fig. 2c). 

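Of the genes marked in Fig. 2c, *Crct1* had the largest change. It was at 96.3 ± 57.1 (SD, n = 5) CPM in WT and 2.22 ± 0.280 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of -5.43 (standard error 0.47, adjusted p = 8.86e-05 from edgeR's quasi-likelihood test). With each mouse left out in turn the log2 fold change stayed between -5.62 and -5.00. WT replicate 5 had 191 CPM of *Crct1*, more than any other mouse, and WT replicate 2 had the lowest level in WT, 38.5. The score of a panel of keratinized epithelium genes was also highest in WT replicate 5. *Bglap* was marked on the side of higher expression, and its log2 fold change was 0.60 (standard error 0.23, adjusted p = 0.0702 from the same test). *Bglap* shares sequence with *Bglap2* and *Bglap3*, and its count is uncertain where reads match more than 1 copy.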

Hierarchical clustering heatmap analysis of DEGs identified in WT versus *FcγRIIB*^*-/-*^ mice demonstrated strong clustering within each of the two groups, showing 4 clusters for upregulated DEGs (a-d) and 4 clusters for downregulated DEGs (e–h) (Fig. 2d). 

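The 2289 higher and 3144 lower DEGs were each divided into 4 clusters by complete linkage on z-scores. Clusters of higher genes held 719, 1075, 350 and 145 genes, and clusters of lower genes held 214, 1571, 871 and 488 genes. The spread among WT mice was uneven. WT replicate 5 had the highest level of all 9 mice in 54.0% of the lower DEGs, and WT replicate 2 in 27.5%. In the cluster of 1571 lower genes, which held *Serpina12*, the mean z-score was 1.34 in WT replicate 5 and between 0.49 and 0.60 in the other WT mice. *Sufu* fell in the cluster of 871 lower genes, in which the WT mice had mean z-scores between 0.65 and 0.92.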

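In the RNA-seq counts, all 15 genes listed as upregulated for qPCR had positive log2 fold changes, and 13 had an adjusted p under 0.05 over all tested genes in edgeR's quasi-likelihood test. *Gli2* and *Msx2* did not pass. Of the 27 genes listed as downregulated, 24 passed, 26 had negative log2 fold changes, and *Bglap*, *Ptch1* and *Hhip* did not pass. The lists were chosen in the paper from these data, so adjustment over the lists alone, which gives 15 higher genes in the first list and 26 lower genes and 1 higher gene in the second, shows no stability. DESeq2's Wald test gave 15 higher genes in the first list, and 26 lower and 1 higher in the second. The median log2 fold change was 0.62 over the first list and -0.91 over the second.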

Based on the RNA-seq data, 15 up and 27 downregulated DEGs were quantified by qPCR analysis. 

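*Pgam2* (chromosome 11 of mm10, 5801637 to 5803796) was at 158 ± 44.0 (SD, n = 5) CPM in WT and 416 ± 78.9 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of 1.40 (standard error 0.22, adjusted p = 0.00139 from edgeR's quasi-likelihood test). *Plin4* had a log2 fold change of 1.26 (standard error 0.21, adjusted p = 0.00179 from the same test) and *Ucp3* one of 2.06 (standard error 0.31, adjusted p = 0.00119). Each of the 3 genes was higher in all 4 mice labelled *FcγRIIB*-/- than in all WT mice, and each stayed past an adjusted p of 0.05 with any mouse left out. WT replicate 2 had the lowest level of all 3 genes. The skeletal muscle panel, of which none of the 3 is a member, was also higher in the libraries labelled *FcγRIIB*-/-.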

For upregulated gene identified by RNA-seq analysis, *Pgam2*, *Plin4*, and *Ucp3* expression were increased by qPCR analysis (Fig. 3a). Twenty three out of 27 downregulated genes identified by RNA-seq analysis such as *Sufu* and *Serpina12* were significantly decreased after validation (Fig. 3b). Approximately 62% (26/42) of validated genes revealed expression patterns similar to results from RNA-seq data. 

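For *Shh*, *Gli1*, *Gli2*, *Jag1*, *Creb5*, *Boc*, *Gas1*, *Hhip*, *Ptch1*, *Hhipl1* and *Sufu*, edgeR's quasi-likelihood test over all genes gave 3 higher and 5 lower genes at an adjusted p under 0.05 in the libraries labelled *FcγRIIB*-/-. *Shh* was highest in log2 fold change, at 1.26 (standard error 0.26, adjusted p = 0.00535), followed by *Gli1* and *Jag1*. *Hhipl1* was lowest of these genes, at -0.88 (standard error 0.28, adjusted p = 0.0318). *Gli2* (log2 fold change 0.32), *Hhip* (-0.74) and *Ptch1* (-0.57) had adjusted p of 0.0691, 0.0668 and 0.0638. All 11 passed in DESeq2's Wald test, 4 higher and 7 lower. WT replicate 5 was apart from the other WT mice in *Hhipl1* and *Gli2*. Of the 8 genes that passed in edgeR's test, *Jag1*, *Hhipl1* and *Gas1* did not pass in at least 1 of the fits that each left out 1 mouse, with the adjusted p of *Gas1* rising as far as 0.123. The other 5 passed in all 9 of these fits.

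**Figure D1:**
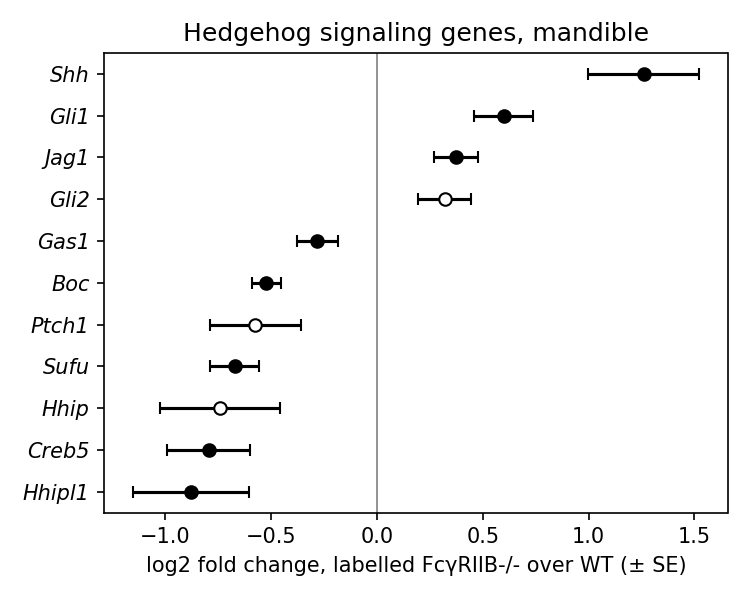
log2 fold change of 11 Hedgehog genes in mandibles, libraries labelled FcγRIIB-/- over WT, with bars for the standard error and filled points for an adjusted p under 0.05. *Shh* lies farthest to the right at 1.26 and *Hhipl1* farthest to the left at -0.88.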

Several Hedgehog responsive genes were significantly dysregulated in *FcγRIIB*^-/-^ mice, including 13 genes, *Shh*, *Ptch2*, *Gli1*, *Gli2*, *Jag1*, *Creb5*, *Boc*, *Gas1*, *Hhip*, *Grem2*, *Ptch1*, *Hhipl1* and *Sufu* in 6-month-old *FcγRIIB*^-/-^ mandibles.

**Figure 2:**
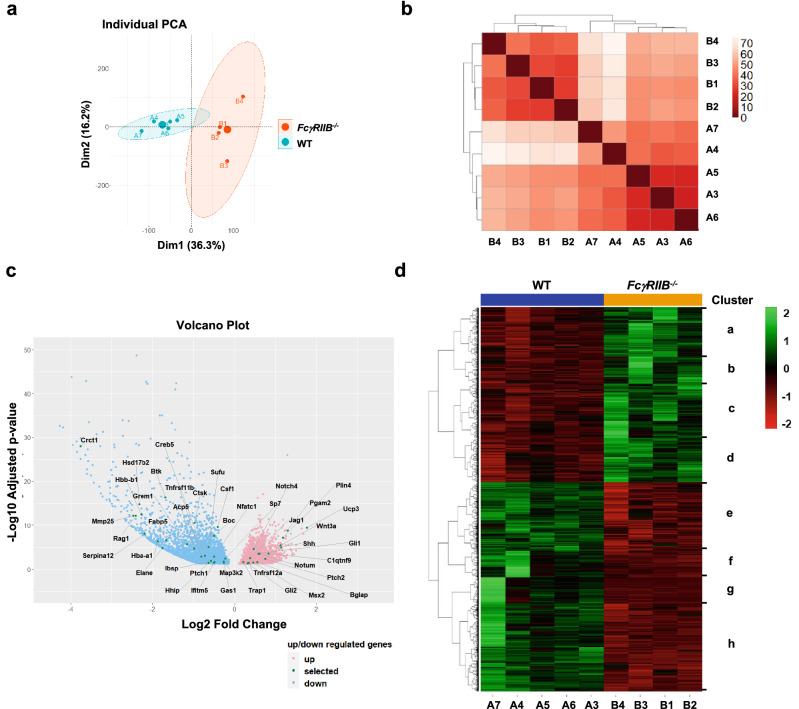
Transcriptional profiling identified differential gene expression in bone cells from WT and *FcγRIIB*^-/-^ mice. (**a**) PCA analysis of DEGs. The percentage variation for each dimension (Dim) are indicated in bracket on horizontal and vertical axis. (**b**) Sample-to-sample distance based on similarity of their gene expression profiles identified by Spearman’s rank correlation between samples. The shorter the distance, the more closely related the samples are. (**c**) Volcano plot of DEGs. Red dots represent significantly upregulated genes (*n* = 2,710) and blue dots represent significantly downregulated DEGs (*n* = 3,252) compared to WT controls. (**d**) Hierarchical clustering heatmap of DEGs across two comparisons. Green represents high gene expression and red represents low gene expression. Color descending from green to red indicates the z-score of log2 fold change (log2 FC) from high to low expression.

**Figure 3:**
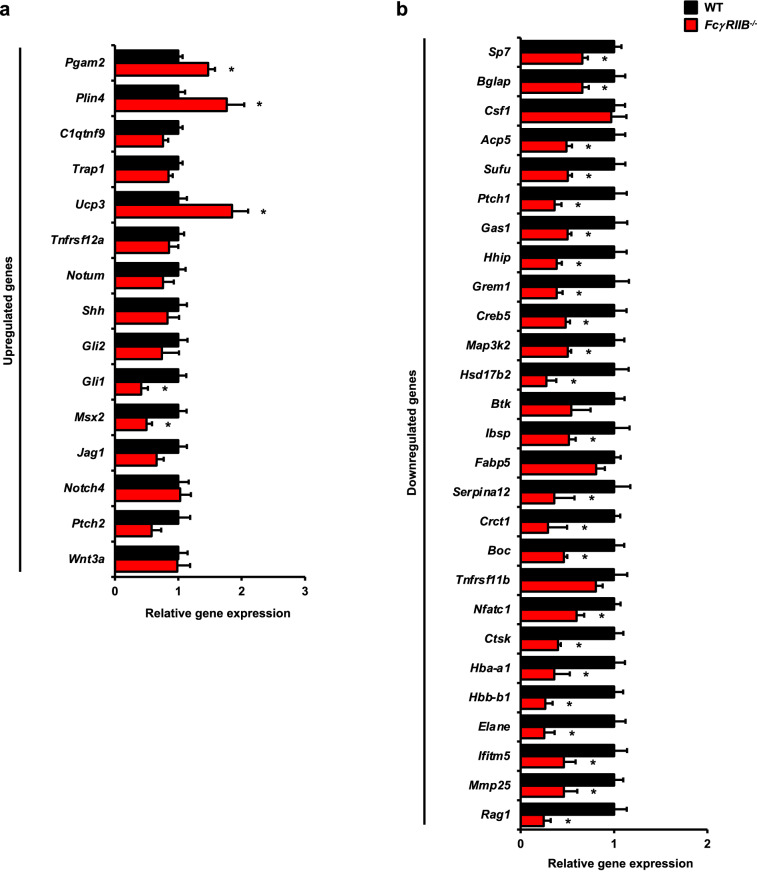
RNA-seq results were validated by qPCR analysis. (**a**) Upregulated and (**b**) Downregulated candidate genes in *FcγRIIB*^*-/-*^ mice (*n* = 6) compared to WT controls (*n* = 6). Data are mean ± SEM. *p < 0.05 compared to WT controls.

### Decreased expression of osteoclast and myeloid differentiation genes in ***FcγRIIB***^***-/-***^ mice

To further identify which pathways may be perturbed in *FcγRIIB*^*-/-*^ mice, gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) pathways were analyzed using Metascape. Among the biological processes represented by downregulated DEGs, the significantly enriched GO terms mainly consisted of cell–cell adhesion, inflammatory responses, mitotic cell cycle process, leukocyte migration, myeloid cell differentiation, regulation of cytokine production, negative regulation of immune system process, positive regulation of cell migration, regulation of immune effector process, positive regulation of immune response, mitotic sister chromatid segregation, cell-substrate adhesion, myeloid leukocyte activation, actin cytoskeleton organization, regulation of small GTPase mediated signal transduction, transmembrane receptor protein tyrosine kinase signaling pathway, DNA replication, ossification, calcium-mediated signaling, and bone mineralization (Fig. 4a,b). 

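The gene sets behind these terms were not used here. In their place, 22 panels of well-known genes fixed before the counts were examined were tested with limma's camera on log2 CPM, with Benjamini-Hochberg adjustment over the 22. The myeloid panel of 24 genes had a mean log2 fold change of -2.79 (adjusted p = 1.15e-12 from camera), with 23 genes lower and none higher at an adjusted p under 0.05. The mitotic cell cycle panel of 25 genes had a mean of -0.88 (adjusted p = 5.67e-11) and 22 genes lower. The inflammatory panel of 20 genes had a mean of -0.69 (adjusted p = 0.0043) and 10 genes lower. Its largest falls were those of *S100a9* (-2.44) and *S100a8* (-2.19), which are also in the myeloid panel, so this result is not independent of the myeloid one. *Il1b*, *Tnf*, *Ccl2* and *Ptgs2* were among its genes that did not pass. The bone mineralization panel of 24 genes had a mean of -0.52 and did not pass (adjusted p = 0.137), with 8 genes lower and 1 higher. The largest falls in it were those of *Mepe* (-4.46) and *Sost* (-3.56), and the median of the panel was -0.23. With each mouse left out in turn its mean was between -0.60 and -0.27. All 5 WT mice scored above all 4 mice labelled *FcγRIIB*-/- in the myeloid, mitotic and bone mineralization panels (two-sided exact permutation test, p = 0.00794), and in the inflammatory panel the groups overlapped (p = 0.0476). These adjusted p-values rest on an inter-gene correlation set to 0.01. When camera estimated the correlation within each panel, no panel passed, and the adjusted p was 0.322 for the myeloid, 0.373 for the mitotic and 0.55 for the inflammatory panel.

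**Figure D2:**
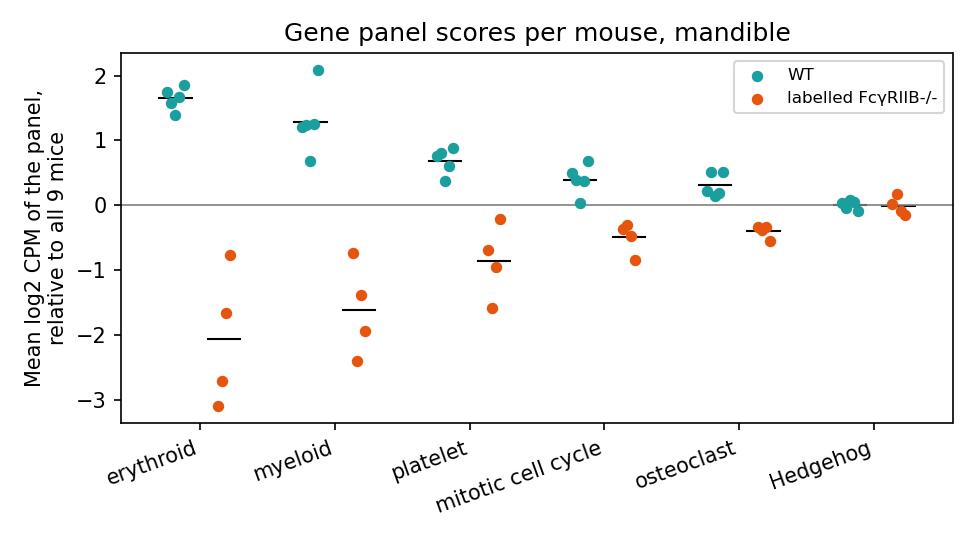
Mean log2 CPM of the genes of 6 panels in each mouse, relative to the mean of all 9 mice, with a line at the mean of each group. The myeloid scores lie at or above 0.68 in WT and at or below -0.73 in the libraries labelled FcγRIIB-/-, and the Hedgehog scores of the groups overlap.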

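The platelet panel of 20 genes had a mean log2 fold change of -1.46 (adjusted p = 7.61e-09 from camera) with 17 genes lower in the libraries labelled *FcγRIIB*-/-. The osteoclast panel of 29 genes had a mean of -0.71 (adjusted p = 4.03e-07) with 18 genes lower, and the DNA replication panel of 25 genes had a mean of -0.58 (adjusted p = 3.77e-07) with 17 lower and 1 higher. The panel for TNF and NF-kappa B signaling, of 21 genes, had 6 genes lower and a mean of -0.14, and did not pass (adjusted p = 0.254). With the correlation estimated within each panel, the platelet, osteoclast and DNA replication panels did not pass either.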

There were additionally several highly enriched KEGG pathways, including platelet activation, hematopoietic cell lineage, cell adhesion molecules (CAMs), focal adhesion, leukocyte transendothelial migration, phagosome, Rap1 signaling pathway, regulation of actin cytoskeleton, osteoclast differentiation, cell cycle, natural killer cell mediated cytotoxicity, malaria, axon guidance, proteoglycans in cancer, progesterone-mediated oocyte maturation, estrogen signaling pathway, chemokine signaling pathway, NF-kappa B signaling pathway, MAPK signaling pathway, and TNF signaling pathway (Fig. 4c,d). Many gene sets (FDR-adjusted *p*-value < 0.05) involved in bone resorption and development of myeloid lineage cells are enriched in these GO terms and KEGG pathways, such as osteoclast differentiation (*Btk, Ctsk*, *Acp5*, *Tnfrsf11b*, *Nfatc1*, *Csf1*) and myeloid cell differentiation (*Hbb-b1*, *Nfatc1*, *Csf1*) (Fig. 5a). 

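In the libraries labelled *FcγRIIB*-/-, *Ctsk* was at 231 ± 35.9 (SD, n = 4) CPM against 471 ± 67.4 (SD, n = 5) in WT, a log2 fold change of -1.03 (standard error 0.13, adjusted p = 6.86e-04 from edgeR's quasi-likelihood test). *Btk* had the largest fall of the 6 osteoclast genes, with a log2 fold change of -1.83 (standard error 0.19, adjusted p = 2.30e-04). *Acp5* followed at -1.09, *Tnfrsf11b* at -0.91, *Nfatc1* at -0.53 and *Csf1* at -0.43, all at an adjusted p under 0.05 with any mouse left out. WT replicate 5 had 46.9 CPM of *Tnfrsf11b*, where the other WT mice had between 23.4 and 26.8. The paper lists these falls under osteoclast and myeloid cell differentiation and relates them to bone resorption.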

KEGG pathway maps unveiled several downregulated genes involved in osteoclast differentiation (Fig. 5b)^20^.

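Of the 38 genes tested among those of the osteoclast gene set of Fig. 5a, all had negative log2 fold changes and 22 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes. The 16 others included *Tnfrsf11a*, *Tnfsf11* and *Tnf*. Of the 66 tested in the myeloid set, 65 passed and all were lower. The genes of the figure were chosen from these data, so these shares do not measure enrichment.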

**Figure 4:**
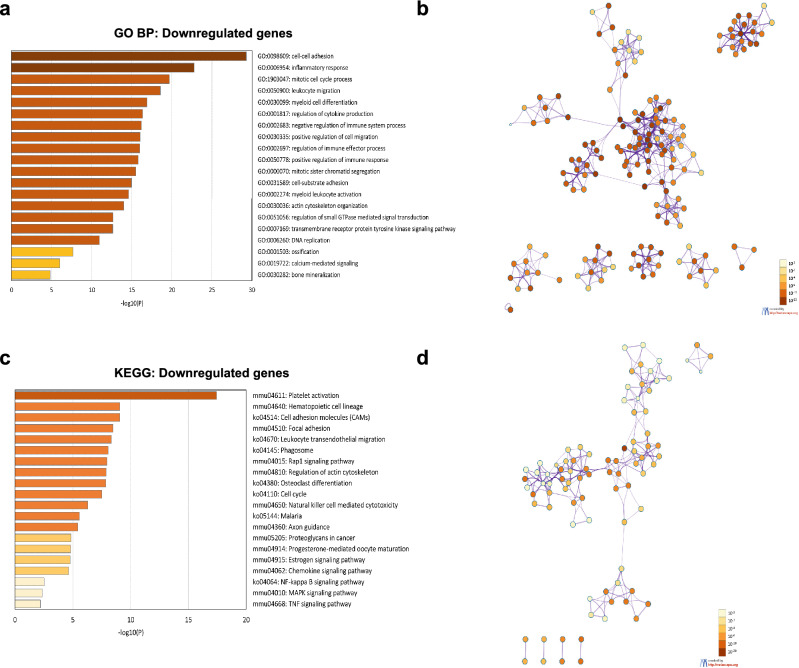
Enrichment analysis of the downregulated genes in *FcγRIIB*^-/-^ mice was performed using Metascape. (**a**) Bar graph showing top 20 enrichment clusters of GO terms. (**b**) The network of enriched GO biological processes (colored by *p*-values) (**c**) Bar graph showing top 20 enrichment clusters of KEGG pathways. (**d**) The network of enriched KEGG pathways (colored by *p*-values). The enriched GO biological processes and KEGG pathways were ranked by -log10 *p*-value of gene enrichment.

**Figure 5:**
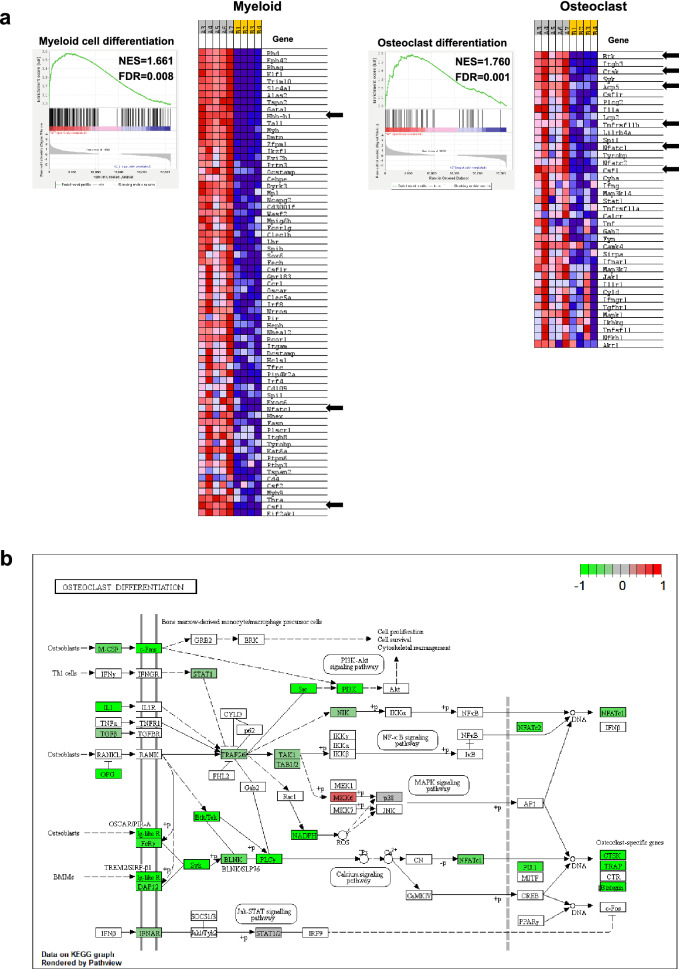
Downregulated genes in bone cells from *FcγRIIB*^*-/-*^ mice associated with osteoclast and myeloid cell differentiation. (**a**) GSEA identified downregulated DEGs in osteoclast (right) and myeloid cell differentiation (left). Heatmap indicating that osteoclast- and myeloid-related genes were differentially expressed in bone cells from *FcγRIIB*^*-/-*^ mice compared to WT controls with FDR-adjusted *p* < 0.05 as a cutoff. Red and blue represent up and downregulated genes, respectively. Arrows indicate 6 osteoclast and 3 myeloid genes that were validated using qPCR. NES; normalized enrichment score, and FDR; false discovery rate. (**b**) Downregulated DEGs are associated with osteoclast differentiation by KEGG pathway mapping.

### The Hedgehog signaling pathway contributes to skeletal changes in ***FcγRIIB***^-/-^ mice

g:Profiler, another tool for performing analysis based on WikiPathways, indicated that downregulated genes were associated with pathways regulating bone metabolism such as EGFR1 signaling pathway, MAPK signaling pathway, adipogenesis genes, Delta-Notch signaling pathway, TNFα NF-kB signaling pathway, matrix metalloproteinases, p38 MAPK signaling pathway, osteoclast, Hedgehog signaling pathway, Notch signaling pathway, Leptin and adiponectin, and the Wnt signaling pathway (Fig. 6a). 

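Panels standing for Notch signaling, Wnt signaling and adipogenesis gave no detectable shift as a whole. The Notch panel of 24 genes had 6 genes higher and 7 lower in the libraries labelled *FcγRIIB*-/- and a median log2 fold change of -0.03 (adjusted p = 0.994 from camera). The Wnt panel of 19 genes had 4 higher and 6 lower (median -0.11, adjusted p = 0.675). An adipocyte panel of 8 tested genes had 3 higher and 1 lower (adjusted p = 0.321), and its mean changed sign when single mice were left out.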

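Among 19 genes labelled for cluster e in Fig. 6b, 14 were lower in the libraries labelled *FcγRIIB*-/- at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and *Ptch1*, *Efnb1*, *Bmp2*, *Bglap3* and *Hhip* did not pass. *Bmp2* had a positive log2 fold change of 0.26. All 9 genes labelled for cluster g were lower and passed, with log2 fold changes from -5.43 for *Crct1* to -0.72 for *Atp6v1c2*. The mean score of the cluster g genes was 1.91 in WT replicate 5 and at most 0.78 in the other WT mice.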

Many downregulated DEGs were associated with Hedgehog signaling, particularly cluster e and g that may affect bone turnover in *FcγRIIB*^*-/-*^ mice. *Creb5, Ptch1, Sufu, Gas1, Grem2, Hhip,* and *Hhipl1* are Hedgehog responsive genes (Fig. 6b). *Serpina 12* known as vaspin, a visceral adipose tissue-derived serine protease inhibitor, has anti-inflammatory action to suppress the production of TNFα and proinflammatory adipokines^21^. The mRNA level of *Serpina12* was decreased in peripheral blood mononuclear cells of patients with SLE^22^. Thus, we focused on the DEGs (FDR-adjusted *p*-value < 0.01) that were downregulated in osteoclasts and osteoblasts, including *Sufu* and *Serpina12*, respectively.

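*Sufu* (gene identifier 24069) lies on chromosome 19 of mm10 from 46396896 to 46488804. It was at 14.4 ± 0.796 (SD, n = 5) CPM in WT and 9.02 ± 1.52 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of -0.67 (standard error 0.12, adjusted p = 0.00231 from edgeR's quasi-likelihood test). *Serpina12* (gene identifier 68054) lies on chromosome 12 from 104028769 to 104044443. It was at 3.40 ± 3.06 (SD, n = 5) CPM in WT and 0.265 ± 0.0712 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of -3.65 (standard error 0.63, adjusted p = 0.00231). For both genes every WT mouse was above every mouse labelled *FcγRIIB*-/- (two-sided exact permutation test, p = 0.00794), and the adjusted p stayed under 0.01 with any mouse left out, at 0.0086 or less for *Sufu* and 0.00989 or less for *Serpina12*. Counts of *Serpina12* were low, between 4 and 9 in the libraries labelled *FcγRIIB*-/- and between 39 and 67 in WT replicates 1 to 4, and WT replicate 5 had 226. Without WT replicate 5 the log2 fold change of *Serpina12* was -2.89. A panel of keratinized epithelium genes was also lower in the libraries labelled *FcγRIIB*-/- and highest in WT replicate 5, and panels of marrow cell genes were lower in the same libraries as *Sufu*. With the genotype means removed, *Sufu* did not follow the mean of the marrow panels across mice (Pearson r = -0.00428, exact permutation p = 0.991). With so few mice a dependence on marrow content cannot be ruled out. RNA came from whole mandibles, and the counts do not separate osteoclasts from osteoblasts. The paper relates *Sufu* to Hedgehog signaling and *Serpina12* to anti-inflammatory action and to lower mRNA in blood cells of patients with SLE. From this it focused on DEGs at an adjusted p under 0.01 that it describes as lower in osteoclasts and osteoblasts, among them these 2 genes.

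**Figure D3:**
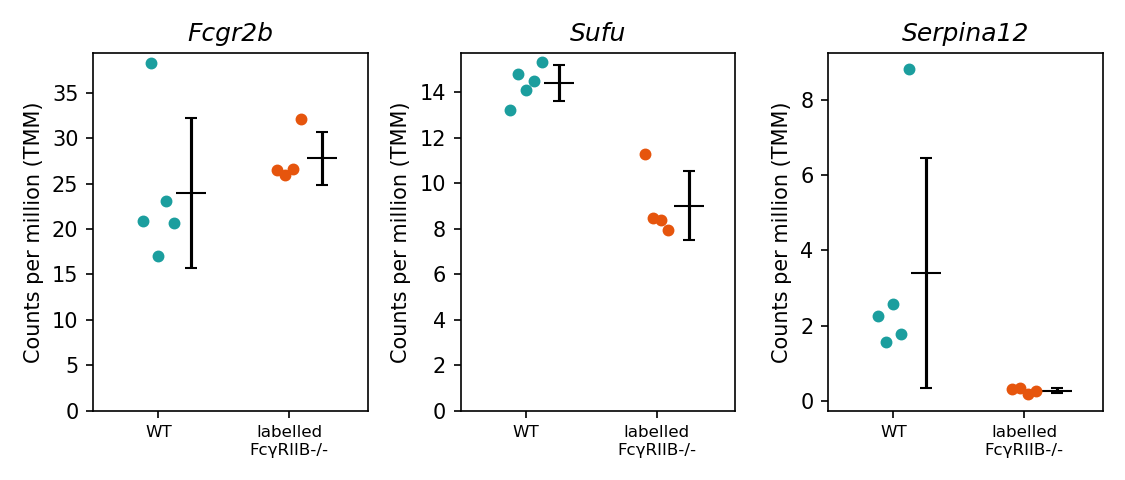
TMM-normalized CPM of *Fcgr2b*, *Sufu* and *Serpina12* in each mouse, with a bar for the mean ± SD of 5 WT and 4 libraries labelled FcγRIIB-/-. *Fcgr2b* overlaps between the groups, *Sufu* and *Serpina12* do not, and WT replicate 5 lies highest in *Serpina12* at 8.82.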

**Figure 6:**
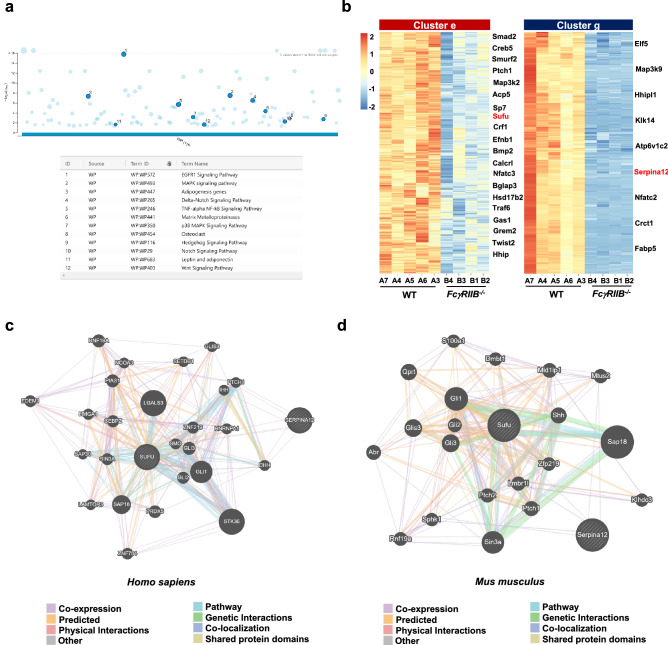
The Hedgehog signaling pathway enriched in downregulated DEGs may contribute to mandibular bone loss in *FcγRIIB*^-/-^ mice. (**a**) g:Profiler showing pathway enrichment in downregulated DEGs from the WikiPathways. The size of circle represents number of gene counts in each pathway. (**b**) Both *Sufu* and *Serpina12* were expressed in downregulated DEGs as shown in cluster e and g, respectively. (**c**) GeneMANIA network identifying potential interactions with *Sufu* and *Serpina12* associated with Hedgehog signaling pathway in human and (**d**) in mouse. The network was based on the genes retrieved from GeneMANIA by inputting *Sufu* and *Serpina12*.

The interactions of *Sufu* and *Serpina12* with other proteins were analyzed using GeneMANIA. The protein–protein interaction results indicated that *Sufu* and *Serpina12* showed 516 and 379 candidate interactions in humans and mice, respectively (Fig. 6c,d). Many proteins are associated with Hedgehog signaling and downstream targets of the pathway. In human, SUFU co-expressed with GLI1, DHH, STK36, ZNF219, and HMGA1 and co-localized with SMO, GLI1, and STK36 proteins (Fig. 6c). SERPINA12 co-expressed with SMO, PTCH1, IHH, and DHH proteins. In mouse, Sufu co-expressed with Lmbr1l, Ptch2, Gli2, and Mtus2, and co-localized with Gli3 and Zfp219 proteins (Fig. 6d). Serpina12 co-expressed with Gli1, Sphk1, and Mtus2 and co-localized with Lmbr1l and Sphk1 proteins. These results suggested that *Sufu* and *Serpina12* are novel candidate genes contributing to the osteopenic phenotype in mandibles of *FcγRIIB*-deficient mice and that Hedgehog signaling pathway is dysregulated in *FcγRIIB*^*-/-*^ mice.

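In the RNA-seq counts, a Hedgehog panel of 27 tested genes fixed before the counts were examined had 6 genes higher and 5 lower at an adjusted p under 0.05. Its mean log2 fold change was -0.02 (adjusted p = 0.951 from camera), and the mean turned positive, to 0.02, among genes with at least 10 counts in every library and under 6 of the fits that each left out 1 mouse. From the DEGs and the networks of genes around *Sufu* and *Serpina12*, the paper proposes that both are candidate genes for the bone loss and that the pathway is dysregulated.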

### Targeted silencing of *Sufu* and *Serpina12* attenuates osteoclast and osteoblast differentiation

To investigate whether *Sufu* and *Serpina12* genes regulated bone homeostasis, we transfected BMMs and primary osteoblasts with siRNAs directed against *Sufu* and *Serpina*12, respectively. Consistent with the RNA-seq results, *Sufu* mRNA levels were significantly lower in *FcγRIIB*^-/-^ osteoclast precursor cells compared to WT controls (Fig. 7a). In addition, osteoclast number was decreased, indicating that *Sufu* negatively regulated osteoclastogenesis (Fig. 7b). Knockdown efficiency of *Sufu* using siRNA was confirmed by qPCR. *Sufu* expression was decreased by 37, and 62% in WT and *FcγRIIB*^*-/-*^ cells transfected with *Sufu* targeting siRNAs, respectively (Fig. 7a). After *Sufu* knockdown, the generation of TRAP-positive multinucleated osteoclasts was remarkedly decreased from both WT and *FcγRIIB*^*-/-*^ osteoclast precursors (Fig. 7b). The expression of osteoclast genes such as *Acp5*, *Ctsk* were also reduced in *Sufu*-knockdown cells (Fig. 7c). Knockdown efficiency of *Serpina12* was 90 and 68% in WT and *FcγRIIB*^*-/-*^ osteoblasts, respectively (Fig. 7d). ALP activity was decreased in *FcγRIIB*-deficient cells and *Serpina12* knockdown dramatically reduced ALP activity in both WT and *FcγRIIB*^*-/-*^ osteoblasts (Fig. 7e). Moreover, *Serpina12*-targeted siRNA also decreased mineralization in both WT and *FcγRIIB*^*-/-*^ osteoblasts as qualified by alizarin red staining (Fig. 7e). Consistently, the expression of osteoblast marker genes including *Sp7*, *Bglap*, and *Ibsp* was attenuated after *Serpina12* knockdown in *FcγRIIB*-deficient cells (Fig. 7f). Knockdown of *Serpina12* decreased *Dmp* and *Ibsp* expression in WT osteoblasts. These findings indicated that *Sufu* plays important role in osteoclast differentiation and that *Serpina12* is a key regulator of osteoblastogenesis that may contribute to the skeletal phenotype occurring in lupus.

**Figure 7:**
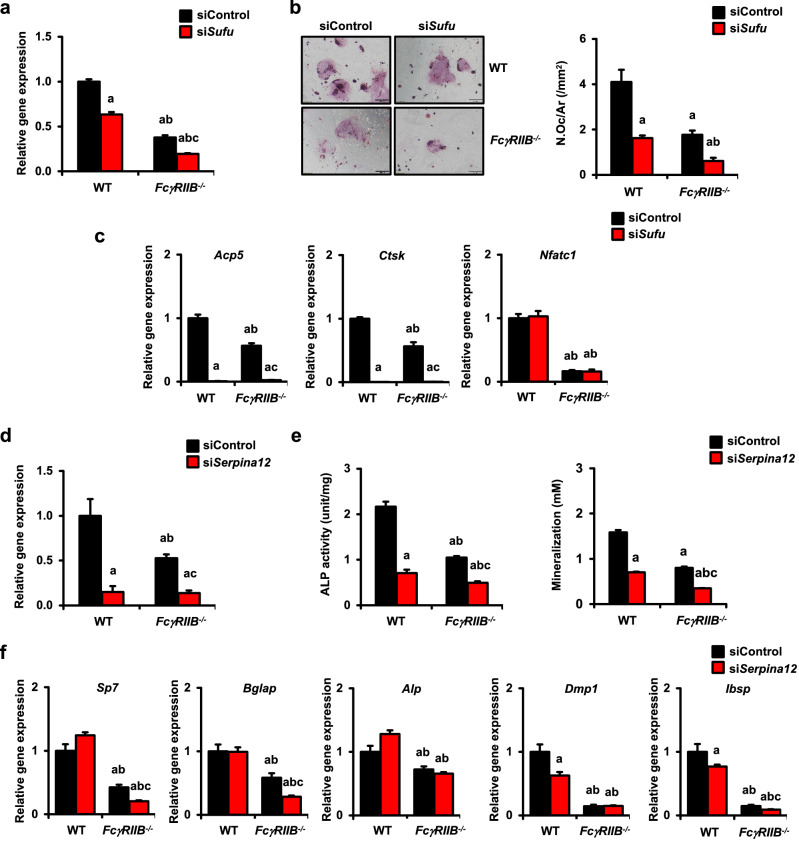
*Sufu* and *Serpina12* deletion impaired osteoclastogenesis and osteogenesis in bone cells from WT and *FcγRIIB*^*-/-*^ mice, respectively. (**a**) qPCR analysis of the efficiency of *Sufu* silencing in BMMs from mandibles of 6-month-old *FcγRIIB*^*-/-*^ males and WT controls (*n* = 3). (**b**) BMMs were transfected with si*Sufu* and siControl in the presence of M-CSF and RANKL. TRAP-positive osteoclasts with more than 5 nuclei were quantified using OsteoMeasure software. **c** The qPCR analysis of osteoclast gene expression after si*Sufu* transfection. (**d**) qPCR analysis of the efficiency of *Serpina12* silencing in osteoblasts from *FcγRIIB*^*-/-*^ mice and WT controls (*n* = 4). (**e**) Osteoblasts were transfected with si*Serpina12* and siControl in differentiation media. ALP activity (left) and mineralization (right) were quantified. (**f**) The qPCR analysis of osteoblast gene expression after si*Serpina12* transfection. Data are mean ± SEM. ^a^*p* < 0.05 compared to WT cells transfected with siControl, ^b^*p* < 0.05 compared to WT cells transfected with either si*Suf*u or si*Serpina12*, and ^c^*p* < 0.05 compared to *FcγRIIB*^*-/-*^ cells transfected with siControl. ALP; alkaline phosphatase, N.Oc; osteoclast number and Ar; area. Scale bar: 200 μm.

## Discussion

SLE patients have at high risk of developing periodontitis, possibly due to increased salivary levels of pro-inflammatory cytokines^23^. The exact cause of SLE remains unknown, but accumulating evidence indicate that a combination of genetic susceptibility, cellular environment, and hormonal factors contribute to SLE development. MRL/*lpr*, NZB/W F1, and BXSB/MpJ-Yaa mice spontaneously develop lupus-like diseases characterized by an increase in anti-dsDNA antibodies, arthritis, splenomegaly, and glomerulonephritis^24^ similar to lupus patients. The low-affinity IgG receptor *FcγRIIB* contributes crosstalk between the skeletal and immune systems^25^. In contrast, deletion of the high-affinity Fc receptor *FcγRIV* was able to protect against inflammation-induced joint destruction in arthritic mice^26^. Imbalances in T helper cell (Th17) and regulatory T cells (Treg) in peripheral blood can contribute to SLE development or pathogenesis through increases in pro-inflammatory cytokines associated with active disease^27^. The inhibitory *FcγRIIB* combined with stimulatory *FcγRIIA* are potential regulators of periodontitis and SLE in patients^28^.

Our previous studies indicated that mice with *FcγRIIB* deficiency were osteopenic in tibiae at 6 months of age^14,15^. Similar to tibiae, cancellous bone volume and cortical bone volume were reduced in the mandible. 6-month-old *FcγRIIB*-deficient mice also develop anemia with a decrease in RBC number, hemoglobin, and hematocrit. Hematological abnormalities including anemia are found in SLE patients^29^. 

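*Hbb-b1* was at 321 ± 18.7 (SD, n = 5) CPM in WT and 43.3 ± 24.7 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of -2.89 (standard error 0.35, adjusted p = 4.61e-04 from edgeR's quasi-likelihood test). *Hba-a1* had a log2 fold change of -2.77 (standard error 0.44, adjusted p = 0.0016). Replicate 4 of the libraries labelled *FcγRIIB*-/- had 114 CPM of *Hba-a1*, and the others had between 22.4 and 35.4. With each mouse left out in turn, the log2 fold change was between -3.28 and -2.62 for *Hbb-b1* and between -3.57 and -2.52 for *Hba-a1*. Each of the 2 shares reads with a near-identical copy, and the copies *Hbb-bs* and *Hba-a2* had log2 fold changes of -2.92 and -2.84, so the split between copies is uncertain. All hemoglobin genes together held between 0.186% and 0.216% of the counts of each WT mouse and between 0.0135% and 0.0472% of those labelled *FcγRIIB*-/-. The erythroid panel of 20 tested genes had 19 lower genes and a mean log2 fold change of -3.41 (adjusted p = 2.88e-13 from camera). That mean was between -4.01 and -3.16 with each mouse left out in turn. With the correlation between genes estimated within the panel, the erythroid panel did not pass (adjusted p = 0.322 from camera). The myeloid, platelet and B-lineage panels were lower as well, with means of -2.79, -1.46 and -2.24, so the fall was not specific to erythroid genes. A smaller share of marrow cells in the libraries was not separated from lower expression.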

In line with this, decreased expression of hemoglobin genes linked with erythrogenesis (*Hbb-b1*, and *Hba-a1*) was observed.

Patients with SLE have a high risk of developing periodontitis, and periodontitis is a contributor to the multifactorial process of mandibular bone loss in SLE. The imbalance between host and microbiota in favor of a dysbiotic condition results in increased inflammatory response in periodontitis. These patients have elevated bacteria at periodontal disease sites, including *Prevotella oulorum and Prevotella pleuritidis, Pseudomonas spp, Treponema maltophilum, and Actinomyces IP073* compared to non-SLE controls^2^. The genetic variants in *FcγRIIB* change susceptibility to bacterial infection, and the *FcγRIIB* polymorphisms have been associated with periodontitis^30^. We do not observe histologic evidence of periodontal disease in *FcγRIIB*^-/-^ mice, and therefore aspects of bone loss related to periodontitis or oral dysbiosis are not necessarily captured in this model. However, it cannot be excluded that there is subclinical dysbiosis of the oral microflora that may contribute to bone loss in this model. Ultimately, addressing the role of the oral microflora in the changes observed here will be an important next step to advance these findings.

RNA-seq analysis is a powerful tool to investigate functional diversity and heterogeneity of cellular population. By comparative heatmap analysis and imperative validation of bone cells from *FcγRIIB*^*-/-*^ mice compared to WT controls, we identified 2,710 upregulated DEGs and 3,252 downregulated DEGs. Using qPCR validation, the expression of *Pgam2*, *Plin4*, and *Ucp3* were significantly increased in *FcγRIIB*^*-/-*^ mice. 

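*Elane* was at 35.6 ± 14.6 (SD, n = 5) CPM in WT and 2.76 ± 3.17 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of -3.62 (standard error 0.58, adjusted p = 0.00165 from edgeR's quasi-likelihood test). With each mouse left out in turn it stayed between -4.91 and -3.34.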

*FcγRIIB*^*-/-*^ mice had decreased gene expression related to myeloid cell differentiation (*Hbb-b1*, *Nfatc1*, *Csf1*, *Hba-a1*, and *Elane*), osteoclast function (*Ctsk*, and *Acp5*), and osteoclast differentiation (*Nfatc1*, *Tnfrsf11b*, *Csf1*, and *Btk*). *Btk* modulates B cell receptor (BCR) signaling and it acts downstream of the Fcγ receptor involved in osteoclast differentiation. Btk antagonists can improves the clinical features of lupus in the MRL/lpr, NZB/W F1, and BXSB/MpJ-Yaa mice as well as in pristane-induced DBA/1 lupus^31–33^. Based on these pre-clinical studies, the FDA approved Btk antagonist, ibrutinib, as a potential therapeutic agent for SLE patients.

Our results found that downregulated DEGs are associated with hedgehog signaling, particularly cluster e and g that may affect bone turnover in *FcγRIIB*^*-/-*^ mice. *Creb5, Ptch1, Gas1, Grem2, Hhip,* and *Hhipl1,* and *Sufu* are hedgehog responsive genes. Hedgehog signaling not only acts upstream within osteoblasts via the OPG/RANKL/RANK axis, but it is also involved in osteoblast differentiation. *Sufu* is expressed in bone marrow cells and has negative roles in regulating hedgehog signaling. *Sufu* deletion leads to failure of calvarial ossification, indicating a *Sufu* function in osteogenic lineage cells^34^. A decrease in the osteogenic regulators, *Runx2* and *Osx*, was found in calvarial mesenchyme of *Sufu* mutants. Deletion of *Sufu* stimulates hedgehog signaling in macrophage and inhibit RANKL-induced osteoclastogenesis^35^. Li et al. indicated that *Sufu* deletion in the dental mesenchyme using Dermo1-Cre induced delayed development of mandibular molars^36^. Multiple studies emphasized that *Serpina12* acts as a coordinator of the dynamic balance between bone formation and resorption. *Serpina12* attenuates osteoblast differentiation though PI3K‐Akt/miR‐34c mediated Runx2 transcriptional repression^37^. In contrast, Wang et al. revealed the protective effect of *Serpina12* in high fat diet (HFD)-induced bone loss in rats. In primary osteoblasts, osteogenic differentiation and ALP activity were increased after *Serpina12* treatment by increasing expression of *Runx2*, *Osx* and *Col1a1* and activating the Runx2 and Smad2/3 signaling pathways^38^. However, the mechanism of *Serpina12* on hedgehog signaling mediated bone turnover is still incompletely understood. In this report, we identified *Sufu* and *Serpina12* as candidate regulators of the hedgehog signaling pathway during lupus development. Additionally, we identified a link between *Sufu*, *Serpina12*, and overall hedgehog signaling and the mechanisms governing the expansion of mandibular bone loss in the *FcγRIIB*^*-/-*^ model of lupus.

The majority of downregulated DEGs were mapped within GO biological process, KEGG, and WikiPathways. They were involved in myeloid cell differentiation, ossification, calcium-mediated signaling, bone mineralization, and osteoclast differentiation. These data confirmed qPCR analysis that deletion of *FcγRIIB* decreased markers of osteoblast and osteoclast differentiation. In addition, *FcγRIIB* deficiency was associated with alterations in many signaling pathways including Hedgehog, EGFR1, MAPK, adipogenesis, Delta-Notch, TNFα NF-kB, p38 MAPK, Notch, leptin and adiponectin, and Wnt. The functions of two downregulated DEGs, *Sufu* and *Serpina12* were investigated. *Sufu* and *Serpina12* showed associated functional pathways that overlapped with downstream Hedgehog signaling proteins, including Gli1, Gli2, Gli3, Ptch2 in mice, and GLI1, SMO, IHH, DHH, and PTCH1 in humans.

*Sufu* is a negative downstream regulator of the Hedgehog signaling pathway by modulation of *Gli* transcription factors. Hedgehog signaling has both anabolic and catabolic functions in osteoblasts. Hedgehog ligands bind to their receptor, Ptch1, and release transmembrane protein Smo thereby activating transcription of Hedgehog target genes. Our knockdown studies indicated that silencing *Sufu* in BMMs dramatically attenuated osteoclast differentiation in both WT and *FcγRIIB*^-/-^ cells. Osteoclast marker genes, including *Acp*5, and *Ctsk* were reduced in BMMs transfected with si*Sufu*. These data confirmed previous reports that ablation of *Sufu* affected not only pre-osteogenic differentiation of the calvarial mesenchyme^34^, but also inhibited RANKL-induced osteoclast formation and osteoclast-specific gene expression^35^. *Msx2* is a downstream effector of the *Shh/Gli3* pathway in the limb^39^. Binding of *Sufu* to *Gli1* prevents the nuclear accumulation of *Gli1*. Based on qPCR validation, *Msx2* and *Gli1* showed the opposite results from RNA-seq possibly due to *Sufu* downregulation.

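In the RNA-seq counts, *Gli1* was at 50.6 ± 9.64 (SD, n = 5) CPM in WT and 76.7 ± 9.32 (SD, n = 4) in the libraries labelled *FcγRIIB*-/-, a log2 fold change of 0.60 (standard error 0.14, adjusted p = 0.00884 from edgeR's quasi-likelihood test). *Msx2* had a log2 fold change of 0.48 (standard error 0.19, adjusted p = 0.0702), and DESeq2's Wald test gave it an adjusted p of 0.0299. WT replicate 5 had 40.3 CPM of *Msx2*, and the other WT mice had between 76.7 and 89.4.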

*Serpina12* is involved in the *Smad2*/*Runx*2 signaling pathway. It increased osteogenic differentiation and ALP activity and upregulated mRNA expression of *Runx2*, *Osx* and *Col1a1* and Runx2, and Smad2/3 protein levels^38^. Our study indicated that knockdown of *Serpina12* in osteoblasts suppressed osteoblast differentiation as indicated by decreased ALP activity and mineralization in both WT and *FcγRIIB*^*-/-*^ osteoblasts. Osteoblast marker genes such as *Sp7*, *Bglap*, and *Ibsp* were reduced in *FcγRIIB*^*-/-*^ osteoblasts transfected with si*Serpina12*. These data indicated that *Sufu* and *Serpina12* are novel candidate genes contributing to *FcγRIIB* deficiency induced osteopenia and, thereby, lupus associated mandibular bone loss. Liu et al. reported that *Serpina12* induces the expression of miR-34c, a regulator of osteoblast differentiation by directly targeting *Runx2*^37^. *Runx2* regulates *Wnt*, *Fgf*, *Pthlh*, and Hedgehog target genes, including *Gli1*, *Ptch1* and *Ihh* in cranial sutures of *Runx2*^+/-^ mice^40^. Therefore, it’s possible that *Serpina12* may contribute to osteogenesis by regulating Hedgehog signaling cascades.

In conclusion, this study was the first to apply an integrated RNA-seq analysis to explore novel candidate genes and mechanisms by which the *FcγRIIB*-deficient mouse model of lupus induces mandibular osteopenia. *Sufu* and *Serpina12* were identified as candidate molecular targets regulating osteoclastogenesis and osteogenesis through the Hedgehog signaling pathway.

## Materials and methods

### Mice

*FcγRIIB*^-/-^ mice on C57BL/6 background were obtained from Dr. Silvia Bolland (NIAID, NIH, Maryland, USA). Genomic DNA from tails was used for genotyping as previously described^14^. Mice were housed at the Faculty of Medicine, Chulalongkorn University and had free access to water and standard rodent chow (C.P. Mice Feed, Perfect Companion Group Co., Ltd., Thailand). All mouse laboratory procedures conformed to standards for the use of laboratory animals that were approved by the Institutional Animal Care and Use Committee (IACUC) at the Faculty of Medicine, Chulalongkorn University. This study followed the ARRIVE guidelines (Animal Research: Reporting In Vivo Experiments) for animal studies. Six-month-old *FcγRIIb*^-/-^ males and WT controls were used in this study. They were anesthetized with isoflurane and sacrificed by cervical dislocation.

### µCT analysis

After fixation in 10% NBF, mandibles were subjected to μCT analysis using a desktop μCT35, (Scanco Medical AG, Bassersdorf, Switzerland) in accordance with suggested guidelines^19^. Bucco-lingual cross slices of the first molar in the furcation zone between mesial and distal root were scanned at a voxel size of 7 μm, 70 kVp, 113 μA and 800 ms integration time using a threshold of 330. Parameters included bone volume fraction (BV/TV, %), trabecular number (Tb.N, /mm), trabecular thickness (Tb.Th, mm), trabecular separation (Tb.Sp, mm), cross sectional volume (mm^3^), cortical volume (mm^3^), cortical thickness (mm) and bone mineral density (mgHA/cm^2^).

### RNA-seq analysis

Whole mandibles including teeth of WT and *FcγRIIB*^-/-^ mice were pulverized in LN_2_ and total RNA was isolated and purified using Trizol (Invitrogen, Carlsbad, CA, USA) and an RNeasy Mini kit (Qiagen, Germantown, MD, USA), respectively according to the manufacturer’s instructions. The quality of isolated RNAs was validated by RNA integrity number (RIN) using Bioanalyzer (Agilent 2100, Santa Clara, CA, USA). Two hundred ng total RNA was subjected to mRNA sequencing library construction using NEBNext® Ultra™ Directional RNA Library preparation kit (New England Biolabs, Ipswich, MA, USA). Briefly, poly(A) mRNA was selected using magnetic oligo (dT) bead, and cDNA synthesis was performed. AMPure XP beads (Beckman Coulter Genomic, Beverly, MA, USA) were used to purify cDNA from the reaction mix. Subsequently, the cDNA libraries were ligated to Illumina adapters. Library quality and quantity assessments were performed using a Bioanalyzer and fluorometer (DeNovix, Wilmington, DE, USA). The final cDNA libraries were diluted to 10 nM, pooled and subjected to cluster generation and 75 bp single end sequencing on the Illumina NextSeq 500 sequencer (Illumina Inc, San Diego, CA, USA) at Omics Sciences and Bioinformatics Center, Bangkok, Thailand.

Quality control of raw sequence data was performed using FASTQC software. Subsequently, adaptor and low quality sequences were removed using Trim Galore software, then mapped to mouse genome reference (mm10) using HISAT v 02.1.0 with default parameters. The expression level of each gene was quantified using featureCounts software^41^. DEGs between WT and *FcγRIIB*^*-/-*^ groups were conducted using the DESeq2 package^42^. Significant genes were selected by false discovery rate (FDR)-adjusted *p*-value < 0.05 with the fold change above 1.0 defined as upregulation whereas the genes with the fold change below 0.5 considered as downregulation. The up and downregulated genes were selected for further analysis. RNA-seq data were deposited in NCBI Gene Expression Omnibus (GEO) and were accessible through GEO series accession number GSE179155.

### Bioinformatics tools

RNA-seq data analysis and visualization were performed in R software (https://www.R-project.org/) to generate the hierarchical clustering heatmaps, volcano plot, and PCA. DEGs were subjected to GO functional analysis under biological process categories and KEGG pathway maps using Metascape software to determine significantly enriched signaling pathways within the genes of interest. Gene Set Enrichment Analysis (GSEA) and g:Profiler were used for pathway enrichment analysis^43^. In addition, the relations between pathways, shared protein domains, and the co-localization and co-expression of either *Serpina12* or *Sufu* were assessed using GeneMANIA (http://genemania.org).

### siRNA transfection

Bone marrow macrophages (BMMs) and osteoblasts were transfected twice with Silencer Select *Sufu* and *Serpina*12 siRNA (Thermo Fisher Scientific, Waltham, MA, USA) using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) as per manufacturer’s instructions, respectively. The sequences of the Silencer Select *Sufu* siRNA were 5′–GACUGGAGAUUAACAGCAATT-3′ (sense) and 5′-UUGCUGUUAAUCUCCAGUCCC-3′ (antisense). 

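The sense strand of this siRNA matches GACTGGAGATTAACAGCAA on the plus strand of chromosome 19 of mm10 from 46454768 to 46454786, in the coding sequence of exon 8 of the 12 exons of transcript Sufu-201. Of the 7 annotated *Sufu* transcripts 4 hold the target, and no other gene's transcripts match it.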

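The siRNA against *Serpina12* matches GGATGAGAAAGGCATGGAA on the minus strand of chromosome 12 of mm10 from 104031163 to 104031181, in the coding sequence of exon 5 of the 5 exons of transcript Serpina12-201, the 1 annotated transcript of the gene. No other gene's transcripts match it.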

The Silencer Select targeting *Serpina*12 was 5′–GGAUGAGAAAGGCAUGGAATT-3′ (sense) and 5′-UUCCAUGCCUUUCUCAUCCAT-3′ (antisense). The Silencer Select Negative Control No. 1 siRNA (Thermo Scientific, Waltham, MA, USA) was used as a negative control. The efficiency of gene knockdown was validated by qPCR analysis and *Gapdh* expression was used as an internal control.

### Osteoclast culture

Bone marrow cells were flushed out from mandibles with α-MEM medium and cultured in α-MEM medium containing 10% FBS, 100 units/ml penicillin, and 100 ug/ml streptomycin overnight. Non-adherent cells were cultured in the same medium containing 20 ng/ml M-CSF for 24 h to generate BMMs. BMMs were used for transfection, osteoclast differentiation, and qPCR analysis. Transfected BMMs were cultured in the same medium containing 20 ng/ml M-CSF, and 3.3 ng/ml RANKL (R&D Systems, Inc., MN, USA). TRAP-positive osteoclasts containing more than 5 nuclei were quantified using OsteoMeasure software. Osteoclast number per total area (N.Oc/Ar) was analyzed. Osteoclasts were also kept at −80 °C for RNA isolation and qPCR analysis.

### Osteoblast culture

Mandibles were minced and digested by collagenase type II (Worthington Biochemical Corporation, Lakewood, NJ, USA) for 2 h at 37 °C. The bone fragments were cultured in α-MEM medium containing 20% FBS, 100 units/ml penicillin and 100 ug/ml streptomycin. Osteoblasts were plated in the same media for transfection, osteogenic differentiation, and qPCR analysis. Transfected osteoblasts were differentiated in media containing 5 mM β-glycerophosphate, 50 μg/ml ascorbic acid, and 10 μM dexamethasone. Alkaline phosphatase (ALP), and mineralization were quantified on day 7 and 21, respectively. Osteoblasts were kept at −80 °C for RNA isolation and qPCR analysis.

### qPCR analysis

The first strand cDNA synthesis was synthesized using SuperScript VILO kit (Invitrogen, Carlsbad, CA, USA). The qPCR was performed in Luna Universal qPCR master mix (New England Biolabs, Ipswich, MA, USA) using CFX96™ Optics Module (Bio-Rad, CA, USA). Relative gene expression was quantified and *Gapdh* was used as internal control. All primer sequences are listed in Supplementary Table S2.

### Histomorphometry

Mandibles were decalcified in 10% EDTA with daily changes at pH 7.3 for 3 weeks. Decalcified mandibles were dehydrated with ascending graded alcohol, and xylene, and embedded in paraffin. Samples were sectioned at a thickness of 5 µm using a Leica RM2255 microtome (Leica Biosystems Nussloch GmbH, Germany). Sections were deparaffinized and stained with haematoxylin and eosin (H&E). Cancellous bone volume per tissue volume (BV/TV, %), trabecular thickness (Tb.Th, μm), trabecular separation (Tb.Sp, μm), and trabecular number (Tb.N, /mm) were analyzed. Osteoblast surface per bone surface (Ob.S/BS, %), osteoblast number per tissue area (N.Ob/T.Ar, mm^2^), osteoclast surface per bone surface (Oc.S/BS, %), osteoclast number per tissue area (N.Oc/T.Ar, mm^2^), and eroded surface per bone surface (ES/BS; %) were quantified. Histomorphometric measurements were carried out using the OsteoMeasure system (OsteoMetric Inc.) according to standardized nomenclature^44^.

### Hematological analysis

Blood samples were collected from the retro-orbital sinus of 6-month-old *FcγRIIB*^*-/-*^ mice and WT controls. A complete blood count (CBC) was analyzed using automated hematology analyzer at Faculty of Veterinary Science, Chulalongkorn University.

### Statistical analysis

All statistical analyses were performed using SPSS 22 (IBM, Armonk, NY, USA). Student's t-test and one-way ANOVA followed by Fisher's protected least significant difference test were used to compare the differences between two groups and more than two groups, respectively. Data are expressed as mean ± SEM. *p* < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

All data generated for this study are available from the corresponding authors upon request.

# Supplementary material for: Identification of candidate regulators of mandibular bone loss in FcγRIIB-/- Mice
**Source:** Sci Rep. 2021 Sep 21;11:18726. doi: 10.1038/s41598-021-98108-3
**Supplement:** Supplementary file 1 — Supplementary Information.

## Identification of Candidate Regulators of Mandibular Bone Loss in *FcγRIIB*<sup>-/-</sup> Mice

Nithidol Sakunrangsit<sup>1</sup>, Jatuphol Pholtaisong<sup>2</sup>, Jeerus Sucharitakul<sup>1,3</sup>, Sasithorn Wannadom<sup>1</sup>, Pinidphon Prombutara<sup>4</sup>, Prapaporn Pisitkun<sup>5</sup>, Asada Leelahavanichkul<sup>6</sup>, Chatchawit Apornthewan<sup>7</sup>, Matthew B. Greenblatt<sup>8</sup>, Sutada Lotinun<sup>1,\*</sup>

**Short title:** RNA sequencing: *FcγRIIB* deficiency induced mandibular bone loss in mice

**Key words:** Transcription factors, systemic lupus erythematosus, osteoblast, osteoclast, siRNA, periodontitis

**Table S1** Hematological analysis of 6-month-old *FcγRIIb*<sup>-/-</sup> males and their control littermates.

| Parameters                | 6-month-old |                                        |
|---------------------------|-------------|----------------------------------------|
|                           | WT<br>(n=4) | <i>FcγRIIb</i> <sup>-/-</sup><br>(n=3) |
| WBC (10 <sup>3</sup> /μL) | 6.280±1.272 | 3.467±0.393                            |
| Neu (10 <sup>3</sup> /μL) | 0.898±0.227 | 0.707±0.085                            |
| Lym (10 <sup>3</sup> /μL) | 4.638±0.942 | 2.350±0.556                            |
| Mon (10 <sup>3</sup> /μL) | 0.173±0.037 | 0.300±0.189                            |
| Eos (10 <sup>3</sup> /μL) | 0.565±0.195 | 0.097±0.019                            |
| Bas (10 <sup>3</sup> /μL) | 0.008±0.003 | 0.013±0.003                            |
| Neu (%)                   | 14.20±2.68  | 20.83±3.61                             |
| Lym (%)                   | 74.15±3.15  | 66.20±11.23                            |
| Mon (%)                   | 3.075±0.749 | 9.633±6.775                            |
| Eos (%)                   | 8.450±1.796 | 2.967±0.745                            |
| Bas (%)                   | 0.125±0.048 | 0.367±0.120                            |
| RBC (10 <sup>6</sup> /μL) | 8.985±0.580 | 4.667±0.191*                           |
| HGB (g/dL)                | 13.33±0.59  | 7.00±0.15*                             |
| HCT (%)                   | 46.98±3.39  | 22.97±1.74*                            |
| MCV (fL)                  | 52.75±4.60  | 49.60±5.44                             |
| MCH (pg)                  | 14.90±0.34  | 15.10±0.35                             |
| MCHC (g/dL)               | 28.78±2.06  | 30.93±2.49                             |
| RDW-CV (%)                | 17.00±1.44  | 15.77±1.56                             |
| RDW-SD (fL)               | 41.50±7.11  | 35.43±7.32                             |
| PLT (10 <sup>3</sup> /μL) | 942±49      | 601±200                                |
| MPV (fL)                  | 5.500±0.183 | 6.167±0.186                            |
| PDW (-)                   | 15.78±0.36  | 15.50±0.12                             |
| PCT (%)                   | 0.523±0.040 | 0.362±0.110                            |

\**p*<0.05 versus WT controls, unpaired t-test.

**Table S2** Oligonucleotide primers used for qPCR analysis.

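Each pair lists a forward and a reverse primer, and a product is expected where both match the same transcript facing each other. Matched exactly against the GENCODE transcripts, 31 of 43 pairs as extracted gave a product in their own gene, of 52 to 373 bp with a median of 215 bp. The pairs for *Sufu* and *Serpina12* gave products of 125 and 242 bp. For 11 pairs no product was found in the gene named, and errors in the extracted text of the table were not ruled out. For *Hbb-b1* the reference holds no transcript, so its pair could not be examined. A product in another gene was found for 3 pairs: that of *Bglap* in *Bglap3*, that of *Hba-a1* also in *Hba-a2*, and that of *Gapdh*, the internal control, also in *Gapdh-ps14* and other genes.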

| Gene                   | Forward sequences        | Reverse sequences        |
|------------------------|--------------------------|--------------------------|
| <i>Ucp3</i>            | ACCCGATACATGAACGCTCC     | TCATCACGTTCCAAGCTCCC     |
| <i>Pgam2</i>           | TGAACCTGCCCCACTGGAATC    | TCGTCTCCCAGGAACCTCAT     |
| <i>Plin4</i>           | ACTCCTGCCCCCTCATCTAA     | CTTCGTATTGGTGAGGACATTCT  |
| <i>Wnt3a</i>           | TGGCAGAATGAGGCATGGAG     | TCAGGAAAGCTCTGCCAAGG     |
| <i>Notum</i>           | ATTGCCATGGGAGGAGAGGT     | AAAGCTGTCCATGTTGCCCT     |
| <i>Trap1</i>           | TTCACCTTCAGACGGATGCC     | CTGGTCTCTGCCTGGTTCTG     |
| <i>Clqtnf9</i>         | GATTTGGTGGCTTCTGCTGG     | TGTTTCCCCGGAGATCCTCT     |
| <i>Tnfrsf12a</i>       | TTGGGATTTCGGCTTGGTGTT    | GTCCATGCACTTGTCGAGGT     |
| <i>Rag1</i>            | GGCGGTCCAATCCGTATCAT     | GGCCTGCCATCTCTTCCTTT     |
| <i>Mmp25</i>           | TAGACTGAGACGGCGGAGTA     | AACGGCGATAATCGAGGGTC     |
| <i>Crct1</i>           | GTCTTTGCTGCTCTCACCCA     | CTGCCCATAGCGTGATCTGA     |
| <i>Hsd17b2</i>         | AGTGGAGAATGAGCCCGTTT     | GGAATCAGCACCTGTCACCA     |
| <i>Serpina12</i>       | ACAGCCACATTTGTCCTTCC     | ACCTTCAGGCTTCGATGAGA     |
| <i>Nfatc1</i>          | AGGCTGGTCTTCCGAGTTCA     | ACCGCTGGGAACACTCGAT      |
| <i>Acp5 (TRAP)</i>     | GATCCCTCTGTGCGACATCA     | CCAGGGAGTCCTCAGATCCA     |
| <i>Tnfrsf11b (OPG)</i> | AAGAGCAAACCTTCCAGCTGC    | CACGCTGCTTTCACAGAGGTC    |
| <i>Alp</i>             | CTTGACTGTGGTTACTGCTGATCA | GTATCCACCGAATGTGAAAACGT  |
| <i>Sp7 (Osx)</i>       | CCCTTCTCAAGCACCAATGG     | AAGGGTGGGTAGTCATTTGCATA  |
| <i>Bglap (Ocn)</i>     | GCTGCCCTAAAGCCAAACTCT    | AGAGGACAGGGAGGATCAAGTTC  |
| <i>Dmp1</i>            | ATGACTGTCAGGACGGCTAC     | AGTTATAGTGAAGTCTCTAC     |
| <i>Ibsp (Bsp)</i>      | TGGCGACACTTACCGAGCTT     | CCATGCCCTTGTAGTAGCTGTA   |
| <i>Csfl</i>            | ACCTGTTTCCCAAGAAGAGAGCCT | AGCTGTCAACACAAGCAGCCAAAG |
| <i>Msx2</i>            | ACTCTAACGTGTTGGGCAGA     | TGGACAGGAAGGTGAGACAC     |
| <i>Shh</i>             | TCCGATGTGTTCCGTTACCA     | CCTGAGGACTTGTGAGCTGT     |
| <i>Gli1</i>            | ACCCGGGATACAACCCAAAT     | AGACCATTGCCCATCACAGA     |
| <i>Gli2</i>            | CTGCTGGCCTGGTGTCTTAA     | TGGGGCAGAAGTCTCCATCT     |
| <i>Jag1</i>            | AAGAATGGCTCCAGGGTGAG     | GACAACTGTGCCTGCTTAGG     |
| <i>Notch4</i>          | AGAGCTTCTGTGTGGAGGAT     | CAGAGCTCTTCCAGATGGGT     |
| <i>Sufu</i>            | GTGCTATTGCCTTCCAAGCG     | GCAGTGGGCTTTACCCTCTT     |

|               |                      |                      |
|---------------|----------------------|----------------------|
| <i>Map3k2</i> | GAAGCAGACATGTGAAGCCA | ACTCCAAGACCCCAAGAACA |
| <i>Creb5</i>  | CACCCTCAGTCAGCTTACAA | AAGGGTTGGGCTGGTAAGAA |
| <i>Hba-a1</i> | TGATGTAAGCCACGGCTCTG | GGTACAGGTGCAAGGGAGAG |
| <i>Hbb-b1</i> | GTCTCTTGCCTGTGGGGAAA | AAGGGTAGACAACCAGCAGC |
| <i>Elane</i>  | ACCCAGTGTGCTACAAGAGC | GTGCATACGTTACACGACG  |
| <i>Btk</i>    | AGGCCACAGGAGACCTTAAA | AATGCAGGTAGCTCCCCAGA |
| <i>Ptch1</i>  | AGGCGCTAATGTTCTGACCA | CCTCCTGCCAATGCATATAC |
| <i>Ptch2</i>  | TGGCTTCTCCCACAAGTTCA | CAGGAAGGTGCTCTGCAAGG |
| <i>Ifitm5</i> | CTGGTCTGTCTTCAGCACGA | CCGCAGAGTCTTTGGCTAAC |
| <i>Gas1</i>   | ATGTTCGGCCCTCTTCTGTG | CTTGAAAGACCCCCACCGTT |
| <i>Hhip</i>   | TCGAAACGGCTACTACACCC | CTCGAACTGTCCCAGAACT  |
| <i>Grem1</i>  | GTCAAAGCGGGCACATTCAG | GGATGTTTGGGTCCAGTGGT |
| <i>Boc</i>    | GACGGCGGTATCCCTACTTG | GTTCTCTCCAGCTTCTGGAC |
| <i>Gapdh</i>  | TGCACCACCAACTGCTTAG  | GGATGCAGGGATGATGTTC  |

---

How the deposited data were processed for this re-analysis (not part of the article)

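Poly(A) RNA from whole mandibles including teeth of 5 WT mice and 4 mice labelled *FcγRIIB*-/-, all 6 months old, was sequenced. The authors removed adaptors and low-quality sequence with Trim Galore, mapped the reads to mm10 with HISAT and counted reads per gene with featureCounts, and deposited the raw counts without normalization. The paper's text does not name the gene annotation, the strand setting or the treatment of reads that match several genes. The count table also held 1 column of per-sample values that matches none of the mapped samples, and it was not used. Samples were assigned to genotype and replicate from their labels and the paper's sample names. *Fcgr2b* was not lower in the libraries labelled *FcγRIIB*-/-, so groups are named by their labels.

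Everything below was computed from the deposited counts with R 4.3.3. The comparison of the genotypes used edgeR 4.0.16: filterByExpr with its default minimum count of 10, TMM normalization, the quasi-likelihood test of genotype with no covariate, and Benjamini-Hochberg adjustment at 0.05 with no fold limit. Standard errors were taken as the absolute log2 fold change over the square root of the F statistic. log2 CPM used a prior count of 2. Gene panels were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, over 22 panels. An additional T cell panel was made later, for 1 check, and was not tested with camera. Single values were tested with two-sided exact permutation over all 126 splits of the 9 mice. DESeq2 1.42.0 was an alternative.

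Totals lay between 21453880 and 28991631 counts per mouse, and genes at low CPM rest on few reads. *Serpina12*, for example, had between 4 and 9 counts in the libraries labelled *FcγRIIB*-/-, where counting error adds to the spread between mice. Libraries within a genotype were checked for near-identical counts, and 0 pairs were found. The test was tested on simulated counts for 16329 genes of which 200 were changed by a log2 fold change of 1. edgeR called 85.5% of the changed genes, with 3.39% of its calls on unchanged genes, and DESeq2 called 93% with 17.3% on unchanged genes. The changed genes were drawn from those with an average log2 CPM above 1, so genes at low counts are not covered. Counts were simulated from edgeR's own dispersion estimates. The 200 changed genes are also far fewer than the 5433 DEGs of the real counts, so the shares of false calls do not carry over to them.

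The genes named in the text are those the paper names in its text and in Fig. 2c, Fig. 3, the arrows of Fig. 5a and the labels of Fig. 6b, *Fcgr2b* and its neighbours, and the 5 genes with the largest change in each direction among those past the threshold with an average log2 CPM of at least 2 and no overlap between the groups. Some genes covered by this rule are not reported here. Members of a panel and near-identical copies are named where they are reported. Alternatives covered normalization, the filter on low counts, the thresholds, a replicate block, DESeq2 and leaving out each mouse, and the closing section gives their effect. Replicate numbers come from the labels, and the mice sharing a number are different animals.

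Correlations across mice were computed over all 9 mice after the genotype means were removed, with permutation within genotype. The relation of *Serpina12* and *Crct1* to epithelial genes had been planned within WT alone, where 5 mice are too few for a correlation. Whether such a relation counted was decided on p-values adjusted over the 16 relations. For the epithelial relation, the unadjusted p had been the rule at first, and the adjusted p replaced it after the values were seen, so that the same rule held for all relations. The comparison with windows of 20 Mb along the genome was also added after the excess of DEGs around *Fcgr2b* was seen. Coordinates are those of RefSeq for GRCm38 (mm10), and lengths and GC content came from GENCODE transcripts. The gene sets of Metascape, GSEA and g:Profiler, the qPCR, the microCT and the knockdown experiments were not analysed here.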

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

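The check of T cell genes was chosen after the plasma cell score of WT replicate 2 was seen. The rule for the relation of *Serpina12* and *Crct1* to epithelial genes was changed after its result was seen, from the unadjusted to the adjusted p. Among 214 groups of 4 or 5 libraries, 17 held a library far from the rest of its group, where chance gives about 1 in 20.

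WT replicate 5 accounts for most of these. It was apart from the other WT mice in log2 CPM of *Gli2* (3.97), *Msx2* (5.34), *Serpina12* (3.15), *Tnfrsf11b* (5.55), *Hhipl1* (4.48), *Efnb1* (6.25), *Bmp2* (5.72), *Calcrl* (5.10), *Map3k9* (4.23) and *Nfatc2* (5.82), and in the score of the bone mineralization panel (0.55). No technical cause of these was tested apart from that of *Serpina12* below, and no biological explanation was tested. *Plin4* was low in WT replicate 2 (3.48), and *Dhh* in WT replicate 1 (1.97). In replicate 4 of the libraries labelled *FcγRIIB*-/-, *Fcgr2b* (5.01) and *Zfp219* (6.51) were high. *Flg* in replicate 1 of the libraries labelled *FcγRIIB*-/- was at -2.18, and in the other 3 the gene had a count of 0, so the gap separates 4 counts from 0.

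The plasma cell panel scored 3.04 in WT replicate 2 and at most 0.68 in the other WT mice. A candidate explanation is lymphoid tissue in the dissected sample. In a check of T cell genes the same mouse scored 2.07, above the other 8 mice. No other explanation was tested, and the pattern cannot be told apart from lymphoid tissue in the sample. The mean log2 fold change of the plasma cell panel, -2.49, rests largely on that mouse, and without it was -1.09 and still passed an adjusted p of 0.05 (0.0119 from camera).

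The paper does not report on several other panels that differed between the groups, each with an adjusted p under 0.05 from camera at a correlation of 0.01 and none when the correlation was estimated within the panel. The mean log2 fold change was -2.24 for the B-lineage, 0.86 for the skeletal muscle, 0.77 for the tooth and -2.64 for the keratinized epithelium panel. In each of these 4 panels, all 4 mice labelled *FcγRIIB*-/- scored on the same side of all WT mice. No explanation of the B-lineage and tooth panels was tested apart from that of marrow cells under the other observations.

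The paper's leading upregulated genes *Pgam2*, *Ucp3* and *Plin4* were tested for whether they may follow the amount of muscle dissected with the mandible. The skeletal muscle panel was higher in the libraries labelled *FcγRIIB*-/- (adjusted p = 1.44e-06 from camera). With the genotype means removed, *Pgam2* followed the panel across the 9 mice (Pearson r = 0.955, exact permutation p = 0.00208; Spearman rho = 0.883, p = 0.0125; adjusted p = 0.0333 over 16 relations; r = 0.867 without the 2 mice farthest from the median), and *Ucp3* (r = 0.422, rho = 0.15) and *Plin4* (r = 0.614, rho = 0.45) did not pass (p = 0.316 and 0.138, adjusted 0.483 and 0.368, rho p = 0.718 and 0.235). The log2 fold change of *Ucp3*, 2.06, was also above that of every gene of the panel, at most 1.39. That of *Pgam2*, 1.40, was level with this highest gene within its standard error of 0.22, and that of *Plin4*, 1.26, was below it. The higher level of *Pgam2* cannot be told apart from more muscle in the samples, and for *Ucp3* and *Plin4* these tests do not show that muscle accounts for it.

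*Serpina12* and *Crct1* might depend on the amount of keratinized epithelium dissected, a panel with a score of 2.25 in WT replicate 5 and at most 1.02 in the other WT mice. With the genotype means removed, *Serpina12* had r = 0.914 with the panel (permutation p = 0.0188, adjusted 0.104; rho = 0.717, p = 0.0358) and *Crct1* had r = 0.933 (p = 0.0281, adjusted 0.112; rho = 0.55, p = 0.181). Without the 2 mice farthest from the median, r was 0.427 and 0.178, so both relations rest on those mice. Both passed at an unadjusted p of 0.05 and neither passed after the adjustment, and the conclusion of this test turns on that choice. The test had been planned within WT, where 5 mice are too few for a correlation. Not every gene of the panel was lower. Of its 30 tested genes 20 were lower, 9 did not pass, and *Krt5* was higher, with a log2 fold change of 0.39 (adjusted p = 0.0356 from edgeR's quasi-likelihood test). Whether less epithelium in the samples accounts for the lower *Serpina12* was therefore not settled, and the 2 cannot be told apart.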

How the results depend on the processing

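The alternatives were set before the data were examined, apart from the length and GC correction, that correction with the replicate block, DESeq2 at its default alpha and shrunken fold changes, which were chosen after seeing the data. Across the alternatives, DEG counts stayed within 1.5 times 2289 higher and 3144 lower genes, apart from stricter thresholds. A log2 fold change limit of 1 gave 181 higher and 1069 lower genes, an adjusted p under 0.01 gave 869 and 1763, and a fold change below 0.5 gave 1069 lower genes. Leaving out each mouse gave from 1781 to 2292 higher and from 2521 to 2771 lower genes. DESeq2's Wald test gave 2753 and 3312. With no filter 2001 and 3116 were called.

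Mice with the same replicate number are different animals, and the correlation of their deviations from the group means was 0.00377 on average over all genes. With a replicate block the counts were 1594 higher and 2410 lower genes, and with the block and the length and GC correction they were 1598 and 2122.

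For PCA the cause of the moves was not tested. Dim1 and Dim2 were 41.5% and 16.4% over all tested genes and 35.5% and 15.6% over genes with at least 1 count. Without scaling they were 79.8% and 6.75%. Dim2 was 9.08% over the 500 most variable genes and 6.64% with the variance-stabilizing transformation. Leaving out each mouse gave from 77.4% to 79.5% for Dim1 and from 5.86% to 6.42% for Dim2, over the DEGs of each fit. The ratio of distances between and within genotypes was from 1.75 to 3.00 across the alternatives run for it.

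With camera's correlation estimated within each panel, the means are the same by construction and no panel passed: osteoclast -0.71, myeloid -2.79, erythroid -3.41, mitotic -0.88, DNA replication -0.58, platelet -1.46, inflammatory -0.69, B-lineage -2.24, plasma cell -2.49, skeletal muscle 0.86, keratinized epithelium -2.64 and tooth 0.77. The significance of the panels therefore depends on that setting. Without single mice, the plasma cell mean went from -2.68 to -1.09 and lost significance in 2 of the fits. The interferon panel, not past the threshold in the fit of all mice, passed with no filter (0.15) and with the replicate block (0.25), and its mean went from 0.0763 to 0.265 without single mice.

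Panels near 0 changed sign, and the cause was not tested. The Hedgehog mean was 0.0224 among genes with at least 10 counts in every library and went from -0.0881 to 0.0497 without single mice. The panel notch mean log2 fold change was -0.00601 with the replicate block and went from -7.37e-04 to 0.0457 without single mice. The adipocyte mean was -0.16 with no filter and went from -0.29 to 0.21 without single mice. The Schwann cell mean went from -0.11 to 0.23 and the sex-linked mean from -0.0326 to 0.0802 without single mice. Among named genes, the log2 fold change of Fcgr4 was -0.14 with the replicate block, -0.0612 with the length and GC correction and -0.31 with both, and went from -0.23 to 0.44 without single mice, and the log2 fold change of Dhh went from -0.17 to 0.18. Over all named genes and alternatives, 1441 results kept direction and side of the threshold, 132 were weaker, 39 stronger and 7 reversed.

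Low counts limit *Serpina12*, *Lce1i* and *Flg*, whose counts in the libraries labelled *FcγRIIB*-/- were at most 9, 2 and 4. They also limit *Serpinb3c*, *Lce3b* and *Lce3a*, whose counts there were at most 6, 8 and 10.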

Differences from the paper's values

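Over DEGs, Dim1 held 75.2% and Dim2 held 6.18% of the variance, where the paper's values are 36.3% and 16.2%. Of the alternatives set before the data were examined, PCA over all tested genes (41.5% and 16.4%) and over genes with at least 1 count (35.5% and 15.6%) came within 1.5 times both of the paper's values, and the unscaled, variance-stabilized, 500 most variable genes and leave-one-out settings did not.

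For *Crct1* the log2 fold change was -5.43, where the paper shows about -3.8 in Fig. 2c, read by eye. No alternative set before the data were examined closed the gap, and DESeq2 with shrunken log2 fold changes, which was chosen after seeing the values, gave -3.76. For *Serpina12* the value was -3.65, where the paper shows about -2.2 in Fig. 2c, read by eye. Among genes with at least 10 counts in every library it was not tested, and none of the other alternatives set before the data were examined closed the gap. The shrunken value, chosen after seeing the values, was -2.19.

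The paper's numbers of DEGs, 2710 upregulated and 3252 downregulated, compare with 2289 and 3144 here. DESeq2's Wald test gave 2753 and 3312, and at its default alpha of 0.1 for filtering, chosen after seeing the values, 2724 and 3295.

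The paper lists *Bglap* among the downregulated genes for qPCR, and its log2 fold change here was 0.60. The primer pair listed for *Bglap*, as extracted, gave a product in *Bglap3* and none in *Bglap*. The log2 fold change of *Bglap3* was -1.14, so whether the qPCR and the counts refer to the same gene is uncertain. The paper names *Gli2*, *Hhip* and *Ptch1* as significantly changed and lists *Msx2* as upregulated. Their adjusted p from edgeR's quasi-likelihood test was 0.0691, 0.0668, 0.0638 and 0.0702, and from DESeq2's Wald test 0.043, 0.0326, 0.0334 and 0.0299. With the length and GC correction, chosen after seeing the values, *Gli2* also passed at 0.0107, and it passed with the replicate block and that correction together. *Msx2* passed with the replicate block, and with the length and GC correction alone it did not (adjusted p = 0.105 from edgeR's quasi-likelihood test). Each of the 4 also passed in at least 1 of the fits that left out 1 mouse. The paper marks *Bmp2* as downregulated in cluster e, and its log2 fold change was 0.26. It also marks *Efnb1* (-0.10) and *Bglap3* (-1.14), which had an adjusted p of 0.274 and 0.0575. DESeq2's Wald test (adjusted p = 0.0214) and 2 of the fits that left out 1 mouse called *Bglap3* lower, and no setting called *Efnb1*. DESeq2's Wald test also gave *Bglap* (adjusted p = 0.0223) and *Bmp2* (0.0274) as higher. With the length and GC correction the log2 fold change of *Bglap* was only 0.24 (adjusted p = 0.435 from edgeR's quasi-likelihood test).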

Other observations

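Tests of the label of *Fcgr2b*, apart from that of its paralogs, and of windows along the genome were chosen only after the result was seen, and the reading of the test of paralogs was changed after its result was seen.

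The count of *Fcgr2b* was not lower in the libraries labelled *FcγRIIB*-/- (log2 fold change 0.21). A mislabelled library is a possible explanation. The lowest level of any library was 17.0 CPM, in WT replicate 3, against 20.7 to 38.3 CPM in the other libraries, and no library was 2-fold or more under the median of the 9. A mouse without the transcript would be near 0, so an exchange of labels among these 9 libraries does not account for the count. Whether all 9 came from mice that make the transcript was not tested. Reads shared with paralogs are another possible explanation. *Fcgr3* was lower, with a log2 fold change of -0.73 (adjusted p = 0.014 from edgeR's quasi-likelihood test), and *Fcgr4* was at 0.14, but reads assigned to *Fcgr2b* in place of *Fcgr3* would also lower *Fcgr3*. The fall of *Fcgr3*, 11.1 CPM, was smaller than the 27.8 CPM of *Fcgr2b* in the libraries labelled *FcγRIIB*-/-, so reads of *Fcgr3* at its WT level of 27.9 CPM would supply only part of that count, and *Fcgr3* would have had to rise to 44.6 CPM to supply it all, which counts per gene cannot show. This comparison of sizes was made after the values were seen. Transcripts of the disrupted allele counted on its remaining exons cannot be examined with counts per gene. The pattern cannot be told apart from the explanation by the disrupted allele, nor from one in which reads of paralogs supply part of the count.

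DEGs were more frequent around *Fcgr2b*. Within 10 Mb on either side, 86 of 185 tested genes were DEGs, 46.5%, against 33.1% of 16144 others (two-sided Fisher's exact test, odds ratio 1.75, p = 2.07e-04). Genes are not independent, so windows of 20 Mb with at least 100 tested genes were compared, and 1 of 66, or 1.52%, had as high a share. That window starts at 160 Mb on chromosome 1 and holds the same region. This is in line with sequence of another mouse strain beside the targeted locus, which may alter nearby genes, but genes lower there include the blood cell genes *Cd84* and *Slamf7*, chosen after their values were seen, so the excess cannot be told apart from a change in cell types.

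The number of DEGs was set against other divisions of the mice. Of the 16 splits that part the same-numbered pairs, 1, the real one, gave as many DEGs as 5433, and each of the other 15 gave 0. At an unadjusted p under 0.05 the real split gave 7225 genes and the other 15 between 176 and 2793. With these 16 splits alone the share cannot fall under 0.05. Of 84 other splits drawn from the remaining 110, which part fewer pairs, none gave as many and the largest number was 1788. The median over the other 99 splits was 0, and 96 of them gave 0. Every split other than the real one placed mice of both genotypes in the same group. The difference between genotypes then added to the spread within groups and held these numbers down. They therefore cannot show how many DEGs would arise without an effect of genotype.

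Fold changes followed transcript length across genes (Spearman rho = -0.278) and GC content (rho = 0.132), and genes are not independent replicates. Correcting each library for both left 4928 DEGs, of which 4179 were DEGs before the correction, so bias in length and GC does not account for the number of DEGs.

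Lower myeloid, erythroid and mitotic genes might come from a smaller share of marrow cells in the libraries. All of the erythroid, myeloid, platelet, B-lineage and mitotic panels were lower. With genotype means removed the mean correlation between the 5 panels was 0.228, and 6 of 10 pairs were positive. Of the pairs 1 passed an unadjusted p of 0.05 and 0 passed after adjustment over 16 relations, so the panels were not seen to follow each other within genotypes and a change in cell share was not separated from a change in expression. *Sufu* did not follow the mean of these panels (r = -0.00428, exact permutation p = 0.991, rho = -0.183, p = 0.714), and with 9 mice a dependence on marrow content cannot be ruled out. A biological hypothesis was not separated from these technical ones.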
